# Single-cell mass cytometry and transcriptome profiling reveal the impact of graphene on human immune cells

**DOI:** 10.1038/s41467-017-01015-3

**Published:** 2017-10-24

**Authors:** Marco Orecchioni, Davide Bedognetti, Leon Newman, Claudia Fuoco, Filomena Spada, Wouter Hendrickx, Francesco M. Marincola, Francesco Sgarrella, Artur Filipe Rodrigues, Cécilia Ménard-Moyon, Gianni Cesareni, Kostas Kostarelos, Alberto Bianco, Lucia G Delogu

## Abstract

Understanding the biomolecular interactions between graphene and human immune cells is a prerequisite for its utilization as a diagnostic or therapeutic tool. To characterize the complex interactions between graphene and immune cells, we propose an integrative analytical pipeline encompassing the evaluation of molecular and cellular parameters. Herein, we use single-cell mass cytometry to dissect the effects of graphene oxide (GO) and GO functionalized with amino groups (GONH_2_) on 15 immune cell populations, interrogating 30 markers at the single-cell level. Next, the integration of single-cell mass cytometry with genome-wide transcriptome analysis shows that the amine groups reduce the perturbations caused by GO on cell metabolism and increase biocompatibility. Moreover, GONH_2_ polarizes T-cell and monocyte activation toward a T helper-1/M1 immune response. This study describes an innovative approach for the analysis of the effects of nanomaterials on distinct immune cells, laying the foundation for the incorporation of single-cell mass cytometry on the experimental pipeline.

## Abstract (web summary)

Understanding the interaction of nanomaterials and immune cells ﻿at the biomolecular level is of great significance in therapeutic applications. Here, the authors investigated the interaction of graphene oxide nanomaterials and several immune cell﻿ subpopulations using single-cell mass cytometry and genome-wide transcriptome analysis.

## Introduction

The development of nanomaterials for medical and diagnostic applications^1^ is one of the most promising frontiers of nanotechnology. Graphene, a single layer of hexagonally arranged carbon atoms, and graphene oxide (GO), the oxidized form of graphene, are carbon nanomaterials of extraordinary physicochemical properties and a biocompatible profile that enables their utilization in biomedical applications^2–4^. However, the impact of GO exposure on the immune system remains unclear^5–7^. Differences among reports could be attributed to the variability in the physicochemical characteristics of materials used in terms of lateral dimensions, surface functionalization, and chemical purity and deserves further investigation^8–10^.

GO can be rich in functional groups such as epoxy and hydroxyl groups, which facilitate its surface modifications increasing its biocompatibility. GO has been investigated in a continuously growing number of medical applications^11, 12^. However, the main limitation in using GO in nanomedicine is its biocompatibility. As such, the evaluation of the immune perturbations induced by nanoparticles is an essential prerequisite.

On the other hand, specific toxic effects of graphene-based materials on cancer cells support its use in nanomedicine^13, 14^, for example, as an inhibitor of cancer cell metastasis^15^ or as a passive tumor cell killer in leukemia^16^.

As mentioned above, the effects played by physicochemical characteristics of nanomaterials in terms of lateral dimension, functionalization, and purity are still under discussion. In this context, the chemical modifications of graphene can play a role in the impact of these nanoparticles on the immune system^8^. It was already reported that functionalization can reduce the toxicity by changing the ability of graphene to modulate the immune response^6^. Similarly, the cyto- and genotoxicity of reduced GO (rGO) sheets on human mesenchymal stem cells were found to depend on the lateral dimensions of the materials, ultra-small sheets being more toxic^17, 18^. Studies have also shown that the aspect ratio of the graphene sheets is an important factor to consider. For instance, rGO affects cell viability only at very high concentration (i.e., 100 µg ml^−1^), while single-layer GO nanoribbons display significant cytotoxic effects at 10 µg ml^−1^ ^19^. Moreover, a direct impact on the antibacterial activity or on reproduction capability of mice influenced by the aspect ratio of GO has been reported^19–21^. The possibility to rationally design graphene materials with different physicochemical characteristics could expand further their application in medicine^22^.

The understanding of the complex interactions between nanoparticles and immune cells is hindered by insufficient implementation of high-throughput, deep phenotyping technologies in the field^23–26^. The immune system is a sophisticated machine meant to protect the body against injury, pathogens, or tumors. Its dysfunction can induce pathologies such as autoimmune diseases, allergies, and cancer^27, 28^. Revealing the interactions of different GOs with this complex system still remains a challenge.

Such a study should include tools that permit the multiplex analysis of cell type, activation status, and release of soluble mediators with stimulatory and inhibitory properties^28, 29^.

Flow cytometry has been primarily used to address single-cell behavior. Recently, a tool employing mass spectrometry has been developed to leverage the precision of flow cytometry analysis. The combination of the two techniques, termed single-cell mass cytometry (CyTOF), allows the simultaneous measurement of more than 40 cellular parameters at single-cell resolution with over 100 available detection channels^30, 31^.

Compared to fluorescence-based cytometry, mass cytometry employs element-tagged probes that enable the discrimination of elements according to their mass/charge ratio (*m/z*), with minimal overlap and background cellular signal. All these attributes simplify the large panel experimental design, thus uniquely enabling high-dimensional cytometry experiments that would not be possible otherwise^30, 32–34^.

In the present work, we demonstrate the use of single-cell mass cytometry together with whole-transcriptomic analysis to dissect the immunological effects of nanomaterials on individual cells. Our results emphasize the importance of the functionalization on enhancing the biocompatibility of GO-based nanomaterials. Notably, only the amino-functionalized GO was able to induce a specific monocytoid dendritic cell (mDCs) and monocyte activation skewed toward a T helper (Th)-1/M1 response. These findings are starting points for the development of nanoscale platforms in medicine as immunotherapeutics, vaccine carrier, or nanoadjuvant tools.

## Results

### Graphene synthesis, functionalization, and characterization

Thin GO flakes (single to few graphene layers) and GO surface-functionalized with amino groups (GONH_2_)^35^ via epoxide ring opening, using triethyleneglycol (TEG) diamine, were investigated (see Methods section). We have previously shown that the epoxide ring opening reaction is a versatile strategy to functionalize GO in a controlled manner. This reaction targets the epoxide groups, without causing reduction of the starting GO material^35^. The detailed physicochemical characterization of both GO and GONH_2_ is reported in the Supporting Information (Supplementary Fig. 1). Briefly, the 2D material morphology was studied by both TEM and AFM (Supplementary Fig. 1a–d). These techniques indicated that the lateral sheet dimensions of both GO and GONH_2_ ranged between 50 nm and 1 µm. The vast majority of the flakes, both for GO and GONH_2,_ had lateral dimensions smaller than 300 nm (73% and 62%, respectively, according to TEM measurements). The height distributions obtained by AFM revealed that GO sheets had thicknesses corresponding to single and few (2–3) layers. The GONH_2_ sheets were ~3 times thicker than the non-functionalized GO. The increased thickness of graphene-based materials following functionalization has been previously reported and is attributed to the reaction processing and the presence of functional groups on the sheet surface^36, 37^.

Raman spectroscopy evidenced the presence of the characteristic D and G bands (1330 and 1595 cm^−1^, respectively) in both GO materials, confirming their graphenaceous structure. Furthermore, we observed that both GO and GONH_2_ exhibited a 2D band that was of low intensity and of broad linewidth. This correlated with the oxidation and exfoliation of graphite to GO in the modified Hummers’ method, due to increased defects in the graphene sheets^38, 39^. Therefore, the analysis of this peak is not a reliable indicator to draw conclusions regarding the presence of single-layer GO, even though it is possible in the case of graphene^40^ and rGO^41^. Nonetheless, we examined the I(D)/I(G) ratio, a commonly used parameter to assess disorder^42^. When comparing GO and GONH_2_, the I(D)/I(G) ratio did not increase significantly, since the epoxy ring opening reaction conditions used for amination were shown to not add further defects to the GO surface^35, 38^. It was reported that a strong reduction process results in an increased I(D)/I(G) ratio due to the predominance of small sp^2^ carbon domains in the graphene lattice^43^. These results are consistent with the maintenance of the oxidation degree of GO after functionalization, which was demonstrated in a previous study by XPS analysis of the C-O binding energy peak, before and after functionalization with TEG diamine^30^. We found that the O/C ratio decreased from 0.44 to 0.38 after GO covalent modification. It was reported that ethylenediamine is able to reduce GO, but the mechanism involves the formation of a five-membered ring that is not possible using TEG diamine^44^. Stronger agents like hydrazine or plant extracts are necessary to achieve an efficient reduction of GO^44, 45^. Amino functionalization was confirmed by FT-IR spectroscopy, which showed a clear difference between GO and GONH_2_. Importantly, the presence of an extra band in the 1260–1330 cm^−1^ range in GONH_2_ compared to the GO samples can be explained by the amine C-N stretching and C-H bending. Furthermore, the presence of a new band around 2900 cm^−1^, indicative of the presence of the aliphatic C-H stretching, supported the successful functionalization of GO by epoxide ring opening due to the presence of the TEG chain. These results provided evidence of the successful synthesis of GO and GONH_2_ studied in our experiments^35, 46^.

### Dissecting the immunological impact of graphene with CyTOF

We used single-cell mass cytometry to analyze simultaneously 30 markers discriminating distinct subpopulations of peripheral blood mononuclear cells (PBMCs), in order to understand the response to nanomaterial exposure. CyTOF analysis allowed us to check the differential viabilities of 15 immune cell subpopulations exposed to GO and GONH_2_ for 24 h. A concentration of 50 µg ml^−1^ was chosen for these experiments because it was identified as an appropriate concentration for different GO-based biomedical applications^9, 23, 47^. One qualitative difference between flow cytometry and mass cytometry is the absence in the latter of the spectral overlap that complicates the analysis of fluorescence data. Another advantage is the absence of cell-dependent background signals in the mass cytometry data^48^.

Immune cell populations are identified according to the expression profile of cluster of differentiation (CD) markers present on the cell surface. When immune cells go through different stages of maturation and differentiation, the CD marker profiles change. Mass cytometry with its high dimensionality is an ideal approach to simultaneously characterize several cell markers. CyTOF could analyze the effect of GO and GONH_2_ on a wide variety of immune cell populations, determining also different maturation and activation stages. To reduce the dimensionality of the data set, we used SPADE (spanning tree progression analysis of density-normalized events) clustering algorithm (Fig. 1a), as reported by Bendall et al.^48^ To construct the SPADE tree, we used 11 cell surface markers in treated and untreated healthy human PBMCs to identify the major immune cell populations. Sixteen additional markers were acquired. Among them, five extracellular markers were used to better define cell subpopulations. The remaining 11 intracellular makers were employed for the cytokine detection, and were excluded from the tree construction. Each node in the two dimensional representation describes an n-dimensional boundary encompassing a population of phenotypically similar cells. The size of each node in the tree is proportional to the number of cells within each population. Node color is scaled to the median intensity of marker expression. The approach uses a minimum-spanning tree algorithm, in which each node of cells is connected to its most related node as a means to convey the relationships between the cell clusters. As a result, the 15 manually assigned populations were segregated in 200 nodes of distinct but logically interconnected populations. These trees provide a convenient approach to map complex n-dimensional relationships into a representative 2D structure^48^.

**Fig. 1:**
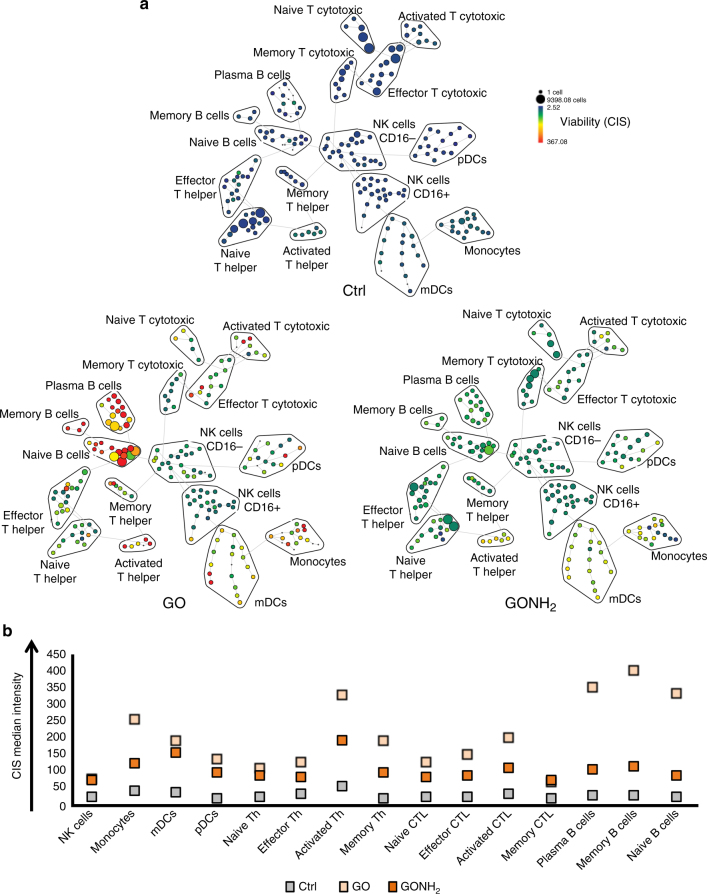
Cell viability analysis using CIS reagent with CyTOF. PBMCs were treated with GO and GONH_2_ at the concentration of 50 µg ml^−1^. **a** The SPADE tree plots show the different gated immune cell subpopulations. The size of each cluster in the tree indicates the relative frequency of cells that fall within the dimensional confines of the node boundaries. Node color is scaled to the median intensity of marker expression of the cells within each node, expressed as a percentage of the maximum value in the data set (CIS is shown). **b** The graph reports the CIS median intensity in all subpopulations analyzed. The analysis is made out of three experiments. CTL cytotoxic, T lymphocytes, Th T helper

However, it is well known that the SPADE algorithm is inherently stochastic and the estimate of the cell populations can differ in across repeats of the analyses. This limitation of SPADE is also supported by the continuous development of efficient algorithms^49^. To corroborate the robustness of our conclusions, the SPADE analysis was performed three times.

As reported in Supplementary Table 1, the event counts of the main immune subpopulations are similar in the different algorithm runs, confirming the robustness of the SPADE data analysis.

In this analysis, cisplatin (CIS) was used as marker for viability^50^. CIS is a molecule able to enter into the late apoptotic and necrotic cells that have lost membrane integrity. The SPADE tree clustering shows that GO induced cytotoxicity in all B-cell subpopulations (Fig. 1a). Monocytes and activated Th cells were also affected by the presence of GO. On the other end, the functionalized GONH_2_ significantly reduced CIS signal in all subpopulations (Fig. 1b), CIS median expression in distinct subpopulations. Moreover, GONH_2_ was three times more biocompatible in all B-cell populations than non-functionalized GO. This effect was also evident in activated cytotoxic T lymphocytes (CTLs) and Th cells, where GONH_2_ did not induce high levels of toxicity. Overall, the functionalization of GO enhanced its biocompatibility toward the immune populations analyzed (Fig. 1b) with the exception of natural killer (NK) cells and memory CTLs (see Methods section for gating strategy), in which both GO and GONH_2_ induced minimal cytotoxicity. These results emphasize the importance of amino functionalization in enhancing the biocompatibility of GO-based nanomaterials. Interestingly, the same type of functionalization used to modify GO was previously found to improve the biocompatibility of other nanomaterials such as carbon nanotubes^24, 25^.

### Cytokine analysis on several immune cells with CyTOF

We further applied CyTOF to understand the functional impact of GO and GONH_2_ on the immune subpopulations. The heat map visualizes the median expression values of all intracellular markers used for each immune population (Fig. 2a). GO caused a broad, non-cell-specific activation triggering the production of all cytokines analyzed in a variety of cell populations (Fig. 2a), while GONH_2_ was more specific affecting, for instance, the production of only few cytokines in selected cell subpopulations. Among T cells, GO induced the secretion of interleukin (IL) 2, 4, and 5 by Th and CTLs (Fig. 2b). Conversely, GONH_2_ selectively induced the production of IL2 by activated T cells and the production of tumor necrosis factorα (TNFα) in several cell subpopulations. Moreover, GONH_2_ did not affect the synthesis of IL5 by T cells, and only modestly effected that of IL4 (Fig. 2b). IL4/IL5 are markers of Th2 polarization, while TNFα/IL2 indicate Th1 differentiation. Thus, it appears that GONH_2_ elicits a polarized Th1 immune response and a non-specific Th response. GONH_2_ tropism for Th1 cytokines was mirrored in B-cells (Fig. 2c). Moreover, GONH_2_ was able to induce dendritic cell and monocyte activation skewed toward a M1 response, as demonstrated by increased production of classic M1 cytokines such as TNFα, IL6, and the CCR5 ligand CCL4 (MIP1β) (Fig. 2d)^51, 52^.

**Fig. 2:**
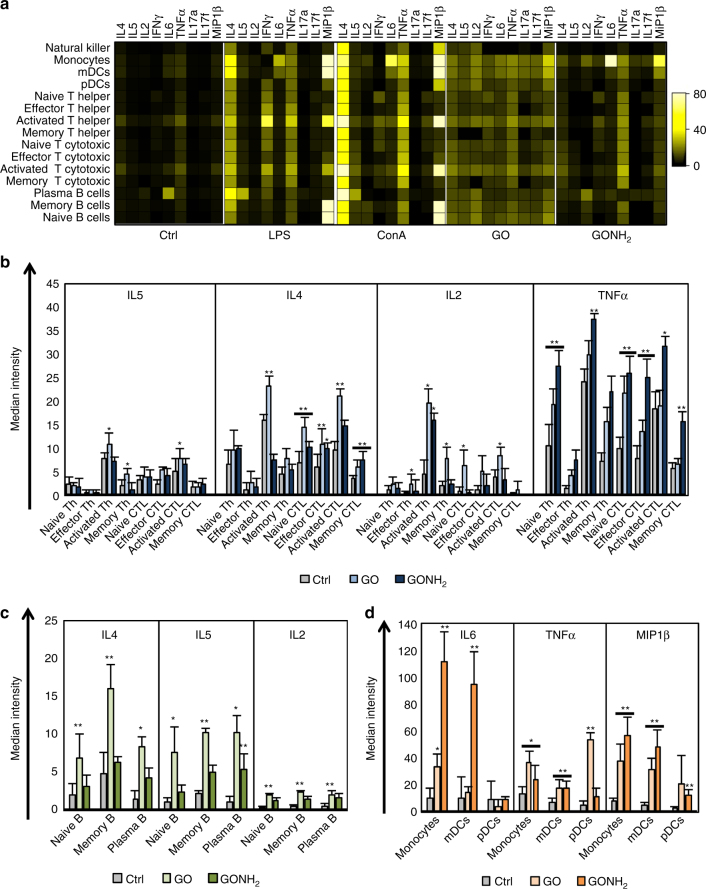
Analysis of the immune cell behavior using CyTOF. PBMCs were treated with GO and GONH_2_ at the concentration of 50 µg ml^−1^ labeled with markers of immune cell lineages and cytokines, detected with CyTOF2. **a** Heat map of median marker expression ratio for gated immune cell populations. Histograms of intracellular cytokine median expression. **b** IL4, IL5, IL2, and TNFα in T-cell subpopulations. **c** IL4, IL5, and IL2 median expression in B-cell subpopulations. **d** IL6, TNFα, and MIP1β median expression in monocytes and mDCs. The analysis is made out of three experiments (*P-value < 0.05, **P-value < 0.01 Statistical analysis performed by one-way ANOVA test between the median expression of each node into the boundaries compared with the control)

Th2 responses are involved in asthmatic reactions and induction of allergy^53^. Moreover, Th2 responses (sustained by M2 macrophages) favor cancer growth^54^. Conversely, Th1 responses (sustained by M1 macrophages) counteract cancer development^55, 56^. In fact, intratumoral Th1 (but not Th2) signatures have been invariably associated with favorable prognosis and responsiveness to immunotherapy^55, 57–62^. These data are of particular interest for further translational applications of amino-functionalized GOs for possible immunotherapeutic strategies or as a vaccine adjuvant. M1 cytokine production such as IL6, TNFα, and MIP1β after treatment with GO and GONH_2_ is represented in Fig. 3. Negative controls are reported in Supplementary Fig. 2. We found increased expression of IL6 in monocytes, mDCs (monocytoid dendritic cells), and activated Th cells (red nodes) mediated mainly by GONH_2_ (Fig. 3a). As expected, TNFα secretion was mediated by GONH_2_ in monocytes, mDCs, activated CTLs, Th cells, and in NK cells (Fig. 3b). The expression of MIP1β was clearly observable in monocytes, mDCs, and activated Th in response to both GOs. However, as previously mentioned, the median intensity was higher in GONH_2_-treated samples. GO, instead, induced MIP1β expression also in B-cell populations (Fig. 3c).

**Fig. 3:**
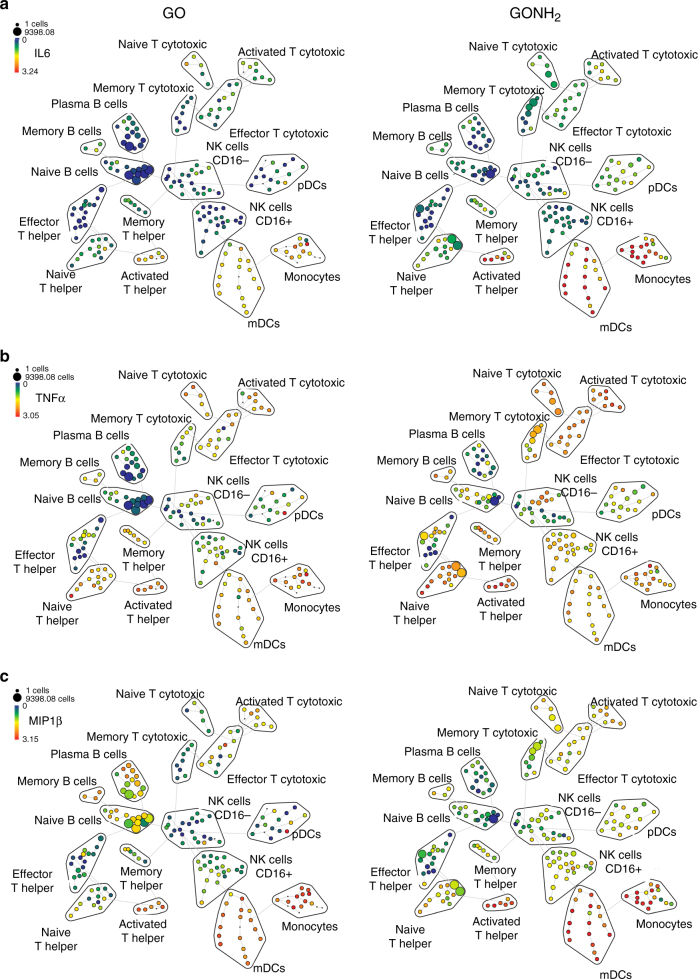
Summary of SPADE analysis of significantly secreted cytokines. The tree plots were constructed in the same way of Fig. 1. Node color is scaled to the median intensity of marker expression of the cells within each node, expressed as a percentage of the maximum value in the data set. The spade trees show the median expression intensity of **a** IL6; **b** TNFα, and **c** MIP1β, for GO and GONH_2_-treated samples. The analysis is made out of three experiments

SPADE visualization could give further information on the impact played by GOs on single cells through heterogeneity analysis within nodes. Indeed, not all the cells in the same family display the same cytokine secretion intensity, underlining possible different maturation and/or activation stages. An example is given by TNFα secretion by CD16^−^ NK cells treated with GONH_2_ (Fig. 3b), where half of the nodes included did not secrete TNFα.

### Graphene activity evaluation on a single-cell resolution

Overall, the SPADE data suggest a cross-talk between monocytes/mDCs and CTLs/Th cells that could sustain a specific cell-mediated immunity, avoiding humoral response and possible hypersensitivity. However, the SPADE visualization fails to preserve the single-cell resolution of the mass cytometry data. For this reason, we applied a second dimensionality reduction method called viSNE, which is a computational approach suitable for the visualization of high-dimensional data with single-cell resolution^63^. By this approach, immune cell phenotypes are projected onto a biaxial plot space according to the similarity of their multidimensional phenotypic expression vector. Thus, viSNE clusters the single-cell events into populations according to the 11 protein expression readouts used in the analysis (Fig. 4). The viSNE analysis accurately identified helper and CTL T cells, B cells, monocytes, and NK cells (Supplementary Figs. 3–6). The naive, memory, and activated T-cell subpopulations and the B-cell subpopulations were also identified (Supplementary Figs. 3–5).

**Fig. 4:**
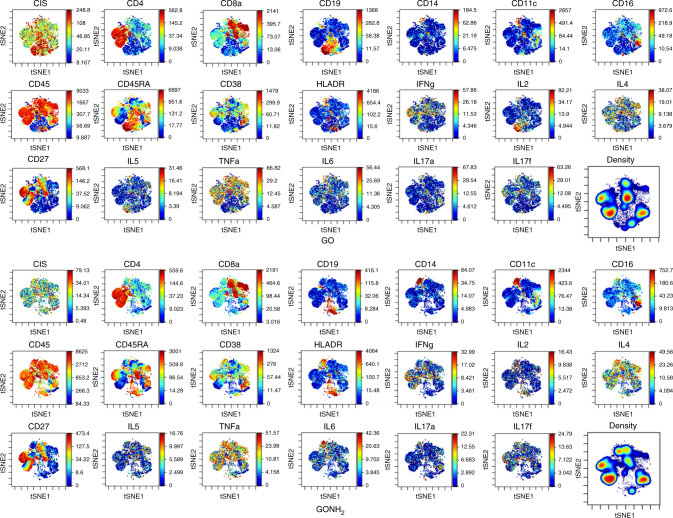
Single-cell characterization of GO- and GONH_2_-treated PBMCs (viSNE analysis). Plots show the use of viSNE to obtain a comprehensive single-cell view and to distinguish the PBMC subpopulations in the GO- and GONH_2_-treated cells. Plots show expression of the 19 proteins, nucleic acid intercalator (CIS), and density measured per cell

We further exploited the viSNE analysis to investigate the single-cell cytokine profile in response to GO and GONH_2_ treatment. This analysis confirmed the subpopulations and cytokine expression profiles obtained by the SPADE approach and supports the main conclusion that the amino functionalization of GO significantly increases cell biocompatibility and polarizes a specific cell activation toward a T helper-1/M1 immune response not affecting the B-cells response. Instead, GO incubation caused an increase in B-cell counts correlating with an increase in IL2 secretion mostly by the plasma B cells and a reduction of monocytes (Supplementary Figs. 5, 6). The single-cell resolution obtained with the viSNE analysis evidenced a heterogeneity in the cytokine expression profile within the same subpopulation (TNFα, IL6, IL5, IL4, and IFNγ) (Fig. 4), revealing a heterogeneous response after GO and GONH_2_ treatment.

### Cross confirmation of single-cell analysis

Since single-cell mass cytometry has not been previously applied to nanomaterials, we corroborated the analysis with several classical techniques to analyze cell apoptosis, necrosis, and activation and cytokine secretion. Analysis of human PBMCs using flow cytometry confirmed the trend observed with the CyTOF experiments. Figure 5a displays the histograms related to apoptosis and necrosis experiments (expression of Annexin V (apoptotic) and PI (necrotic) positive cells after treatment with GO and GONH_2_) using the same conditions reported for the CyTOF analysis (*P*-value < 0.05). Data were also confirmed by a dose-response analysis (5, 25, and 50 µg ml^−1^) using 7-amino actinomycin D (7AAD) to detect cells with compromised membranes (late apoptotic and necrotic cells). High amounts of necrotic cells were detected, suggesting a possible direct effect of GO on the cell membrane that leads to extensive damage. These findings were in agreement with a previous work in which we disclosed the mask effect of GO^9^. As expected, the functionalization improved the biocompatibility of GO with a reduction of necrotic events, from 42.0 to 24.7% (*P*-value = 0.045) (Fig. 5a). Similar results are reported in Fig. 5b. Indeed, at the highest concentration used, we found a reduction of necrotic events from 27.3 to 6.7% (*P*-value = 0.039) in GONH_2_-treated samples. The improvement of biocompatibility mediated by GONH_2_ was confirmed by hemolysis analysis in red blood cells (RBCs). Hemolysis is reported to be an undesirable effect mediated by GOs at high concentrations^64^. The release of hemoglobin from damaged RBCs after treatment with increasing doses (5, 25, 50, and 100 µg ml^−1^) of GO and GONH_2_ was analyzed (Supplementary Fig. 7). The highest concentration of GO was able to induce a significant release of hemoglobin, showing damage to RBCs. On the other hand, the functionalized GONH_2_ did not damage RBCs at any of the concentrations studied (Supplementary Fig. 7). However, this may be due to the differences between the two material types in thickness and quality of the suspension, as the GO sheets are dispersed more homogeneously than GONH_2_.

**Fig. 5:**
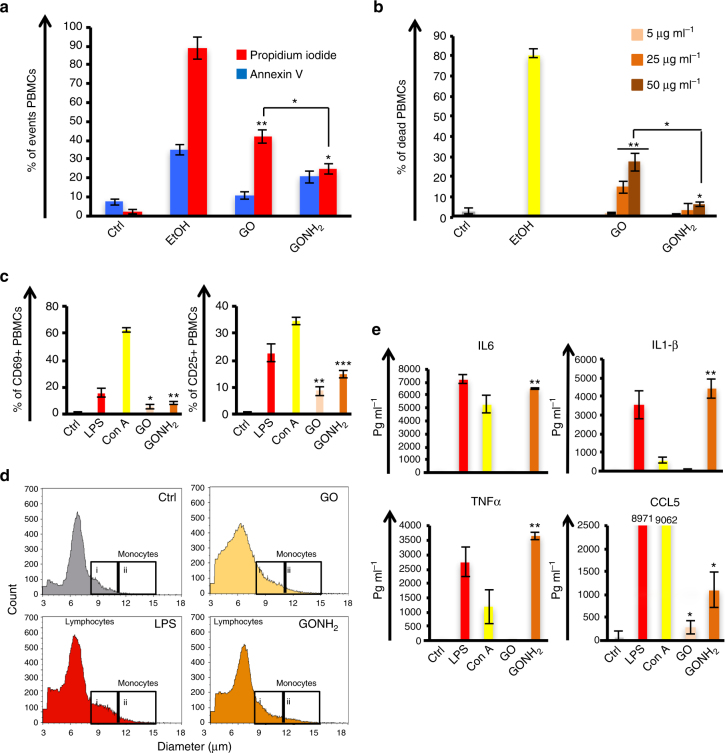
Standard cell viability and activation assays in ex vivo PBMCs. PBMCs were incubated with GO and GONH_2_ at increasing doses (5, 25, and 50 µg ml^−1^) and at a fixed dose (50 µg ml^−1^) or left untreated (Ctrl). Data were analyzed using different stainings by flow cytometry. **a** Necrosis and apoptosis were assessed treating the cells with 50 µg ml^−1^ using propidium iodide and Annexin V staining; ethanol was used as positive control. **b** Percentage of late apoptotic and necrotic cells was assessed by staining with an amine-reactive dye (7AAD) after 24 h of incubation; ethanol was used as a positive control. Experiments were performed at least in triplicate (*P-value < 0.05, **P< 0.01, ***P-value 0.0001). **c** Percentage of CD25 and CD69 cell surface activation marker expression in monocytes (50 µg ml^−1^) (CD14 positive cells) analyzed by flow cytometry. **d** Morphological analysis (count and diameter) of PBMCs using Scepter 2.0 highlighting the monocyte peaks (i), and activated monocytes (ii) with a diameter higher than 11.25 μm. The experiment is reported out of three; **e** Cytokine release was assessed by multiplex ELISA on PBMCs and expressed as pg ml^−1^. Surfactants of cells incubated with GO and GONH_2_ (µg ml^−1^) were harvested and analyzed by multiplex ELISA. Concanavalin A (ConA, 10 µg ml^−1^) and lipopolysaccharides (LPS 2 µg ml^−1^) were used as positive controls. All the experiments were performed at least in triplicate (*P-value < 0.05, **P-value < 0.01 Statistical analysis performed by two tales student *t-*test)

Further activation analyses were performed by flow cytometry, measuring CD69 and CD25, early and late activation markers, respectively (Fig. 5c). Total PBMCs were treated with both GO and GONH_2_ at the concentration of 50 µg ml^−1^ for 24 h. GONH_2_ induced higher (15.03%, *P*-value 7.89E−05) expression of CD25 compared to GO (8.7%, *P*-value = 0.009) (Fig. 5c). A similar trend was observed for CD69 expression with 8.4% (*P*-value = 0.001) and 5.8% (*P*-value = 0.012) of cells expressing the marker in GONH_2_ and GO, respectively. Changes in cell diameter reflect the status of immune cell activation, with larger size corresponding to an active status. The effect of GO and GONH_2_ on cell size was analyzed using Scepter 2.0. PBMCs were treated with GO and GONH_2_ at the concentration of 50 µg ml^−1^ for 24 h. Figure 5d shows the cell diameter of lymphocytes, inactivated monocytes (Fig. 5d(i)), and activated monocytes (Fig. 5d(ii)). GONH_2_ induced higher changes in monocyte diameter compared to the untreated sample. In line with previous results on the action of GONH_2_, we found 2.65 × 10^4^ cells with a diameter larger than 11.75 μm, compared to 9.78 × 10^3^ cells for the control (Fig. 5d (iii)). The effect of GONH_2_ was studied also by multiplex ELISA on the PBMC supernatants. The secretion of classical Th1/M1 cytokines such as CCL5, IL6, IL1β, and TNFα increased after stimulation with GONH_2_ but not GO treatment (Fig. 5e; *P*-value < 0.05).

All data obtained through the use of classical techniques confirmed the CyTOF main findings, therefore supporting its use as a robust technique for comprehensive analyses of nanomaterial–immune cell interaction.

### Whole-genome expression analysis on T cells and monocytes

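ELANE, the elastase gene of immature myeloid cells, had a log2 intensity of 14.52 ± 0.26 (SD, n = 3) on control arrays labelled as the THP1 monocytes and 13.63 ± 0.04 on control arrays labelled as the Jurkat T cells. CEBPA and SPI1, which encode transcription factors of the myeloid lineage, stood at 12.48 ± 0.11 and 10.17 ± 0.05 in THP1 and at 12.32 ± 0.09 and 10.06 ± 0.08 in Jurkat. LYZ, the lysozyme gene of monocytes, was lower on the arrays labelled T cells (8.97 ± 0.15 against 11.82 ± 0.19). CD3D, a part of the T-cell receptor complex, was detected on the Jurkat controls (7.86 ± 0.27) and on no THP1 control. Of 26 myeloid markers measured, 18 were detected on all 3 Jurkat controls and 21 on all 3 THP1 controls. Of 25 T-cell markers, 6 were detected on all 3 Jurkat controls (CD3D, CD247, LAT, LEF1, BCL11B and SH2D1A), 14 on none of them, and 1 on all 3 THP1 controls. The control means of the lines correlated at r = 0.977 across 19455 probes, which are not independent replicates, and 118 probes differed more than 4-fold.
Jurkat is a line from a T-cell leukemia and THP1 a line from a monocytic leukemia. Each line was left untreated or exposed to GO or to GONH2, the amino-functionalized form, at 50 µg/ml for 24 h. RNA from 3 samples per group was hybridized to 18 Illumina arrays, on which each transcript is read by bead-bound probes. The authors' intensities came from GenomeStudio V2011.1 with its Module V1.9.0, together with a detection p-value for each probe. They are linear, without logarithm, and were already normalized, with medians near 128 on every array. For the values given here, the unnormalized intensities were corrected for background with the detection p-values, offset by 16, quantile normalized over the 18 arrays and log2 transformed (limma's neqc). Probes with a detection p under 0.01 on at least 3 arrays were tested, 19455 of 47217, and groups were compared with limma's moderated test. A transcript was counted as changed at the paper's thresholds, p under 0.001 and adjusted p under 0.05. Groups are those that the samples' labels name. The number of arrays, 3 per group, limits the precision.

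**Figure D1:**
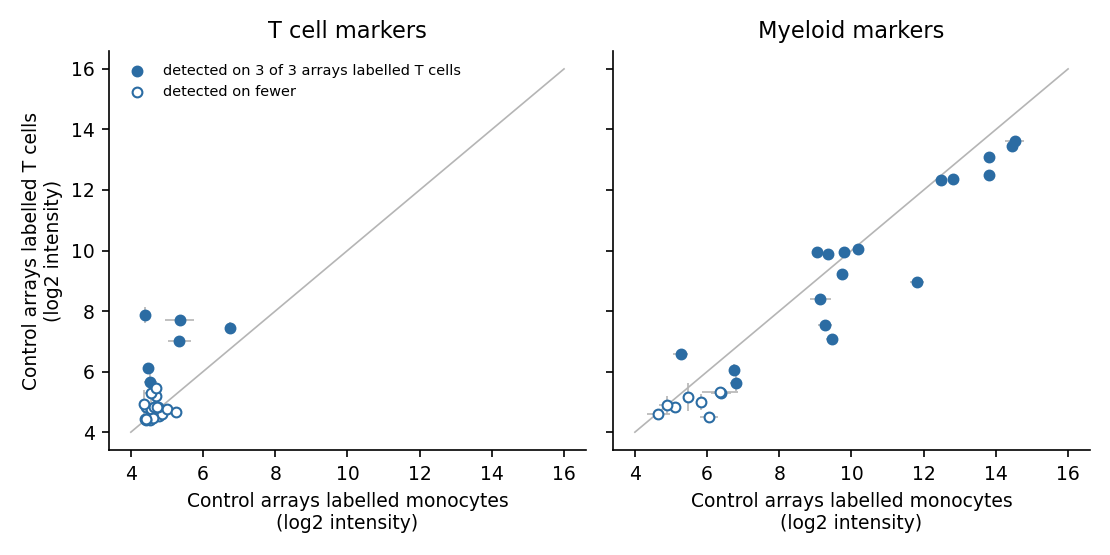
Mean log2 intensity (bars, SD, n = 3 arrays) of T-cell markers and myeloid markers on control arrays labelled monocytes (horizontal axis) and labelled T cells (vertical axis), with filled circles where a marker was detected on all 3 arrays labelled T cells. Filled circles number 6 of 25 among the T-cell markers and 18 of 26 among the myeloid markers, and the line marks equal intensity.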

To obtain a higher intensity portray of the interaction between nanomaterials and immune cells, we used the Illumina Beadchip HumanHT-12 v4 genome-wide technology analyzing about 47,000 transcripts in GO- and GONH_2_-treated T lymphocyte (Jurkat cells) and monocyte (THP1) cell lines as representative of adaptive and innate immune responses, respectively. These cell lines were incubated with GO and GONH_2_ (50 µg ml^−1^, 24 h) in the same conditions used for the previous CyTOF experiments. To compute the probability of genes being differentially expressed, we used a random variance *t-*test as implemented in BRB Array-Tools (Supplementary Data 1, 2). 

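The study's first table lists treated and control means for genes such as ID1, whose protein holds back differentiation, and was compared with the arrays by the gene's probe. For T cells and GO, the first 1996 of 4509 genes were at hand, and the treated means equalled those of the arrays labelled GO in 100% of them (within 0.005 log2). For monocytes and GO, the first 1996 of 3528 genes were at hand, and the treated means equalled those of the arrays labelled GONH2 in 100% of them and those of the arrays labelled GO in 0%. In both tables the control means equalled the labelled controls in 100%. Monocyte groups are therefore named by the labels of the arrays, as "labelled GO" and "labelled GONH2". In the arrays labelled GO, CCL3L3 and CCL5, genes of chemokines, rose. The paper's RT-qPCR places their rise, with those of IRF1 and IL1B, after GONH2 alone, which does not settle the labels. In the arrays labelled GONH2, only IRF1 of these 4 genes rose, and IL1B was detected on 1 of 3 monocyte control arrays and on no treated one.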

Results were controlled for false discovery rate (FDR). 

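Compared directly, T cells treated with GONH2 had more RNA than T cells treated with GO for ATP5F1E, the epsilon subunit of ATP synthase (log2 fold change 3.67, SE 0.12, adjusted p = 4.79e-06, n = 3 per group). ID1, an inhibitor of differentiation, was higher as well (3.62, SE 0.13). PET100, an assembly factor of cytochrome c oxidase, differed by 3.51 (SE 0.17), the oxidase subunit COX7B by 3.22 (SE 0.18), and the ribosomal gene RPL36A, detected on 2 of 3 GO arrays, by 3.39 (SE 0.19). MYO1G, a myosin of blood cells, was lower after GONH2 (-2.34, SE 0.13), and so were TGFB1I1, an adaptor of focal adhesions (-2.16, SE 0.12), and the matrix protease MMP9 (-1.94, SE 0.15). In all, 4689 of 19455 transcripts differed between the treated groups in T cells, 2286 higher and 2403 lower after GONH2. With each array scaled to its median, 2677 were higher and 608 lower. This median scaling takes the median over all 47217 probes, of which 23648 were detected on no array.
In monocytes, DDIT3, a transcription factor of the stress response, was lower on arrays labelled GONH2 than on arrays labelled GO (-3.46, SE 0.21, adjusted p = 5.66e-05). S100P, a calcium-binding protein, was at least 7.69-fold lower, since it was not detected on arrays labelled GONH2, and the growth factor gene NRG4 was lower by a log2 fold change of -3.21 (SE 0.14). ARMC5 (2.28, SE 0.20), a partner of a ubiquitin ligase, and the DNA sensor TLR9 (at least 2.72-fold, not detected on arrays labelled GO) were higher. The direct comparison called 5440 transcripts in monocytes, 2868 higher and 2572 lower on arrays labelled GONH2.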

We confirmed that the functionalization significantly reduced (*P*-value < 0.001 and FDR < 0.05) the magnitude of the perturbations induced by GO (Venn diagram, Fig. 6a–c). Overall, the number of transcripts modulated by GONH_2_ was less than one-third of the transcripts altered by GO. 

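ID1 and ATP5F1E were among the 25.1% of tested transcripts changed by GO in T cells, and SGK1, a kinase gene induced by stress, was among the 0.812% changed by GONH2. In monocytes, arrays labelled GO changed 7.93% and arrays labelled GONH2 changed 19.9%, with the gene of the acute-phase protein ORM1 lowered in both. Changes of at least 2-fold ran from 720 raised and 1296 lowered transcripts after GO in T cells to 13 raised and 7 lowered after GONH2. They numbered 226 raised and 142 lowered on monocyte arrays labelled GO, and 680 raised and 1066 lowered on arrays labelled GONH2. Of 36 fixed gene lists tested as groups, GO in T cells raised 3 and lowered 10, and GONH2 in T cells raised 5 and lowered 0 (camera with a preset correlation between genes). Monocyte arrays labelled GO raised 4 lists and lowered 4, and arrays labelled GONH2 raised 3 and lowered 9. With an estimated correlation, 0 lists passed in each comparison. Among the 5 raised by GONH2 in T cells were the chemokine and interferon lists of Fig. 6e, which the study chose on these samples. That chemokine list was also among the 4 raised on monocyte arrays labelled GO. When the same arrays were split otherwise, up to 10 lists passed for GO and 6 for GONH2 in T cells. In monocytes up to 5 passed for arrays labelled GO and 9 for arrays labelled GONH2. These splits mix treated and control arrays in unequal numbers. Part of a treatment effect stays in them, so they give no level expected by chance.
The count after GONH2 was 0.0323 of the count after GO in T cells and 2.51 times the count after GO in monocytes by the arrays' labels. With the monocyte labels exchanged, a setting chosen after the study's tables had been compared, the monocyte ratio was 0.399. On the authors' normalized values the T-cell ratio was 0.138. With any 1 array left out, the T-cell ratio was at most 0.0433 and the monocyte ratio at least 1.81. Without Jurkat control 1, control 2 or control 3 the T-cell ratio was 0.00114, 0.000567 or 0.000581, and without any 1 of the 3 Jurkat GONH2 arrays it was 0.000409. Without THP1 GO 1, 2 or 3, by the labels, the monocyte ratio was 3.98, 4.75 or 4.61.

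**Figure D2:**
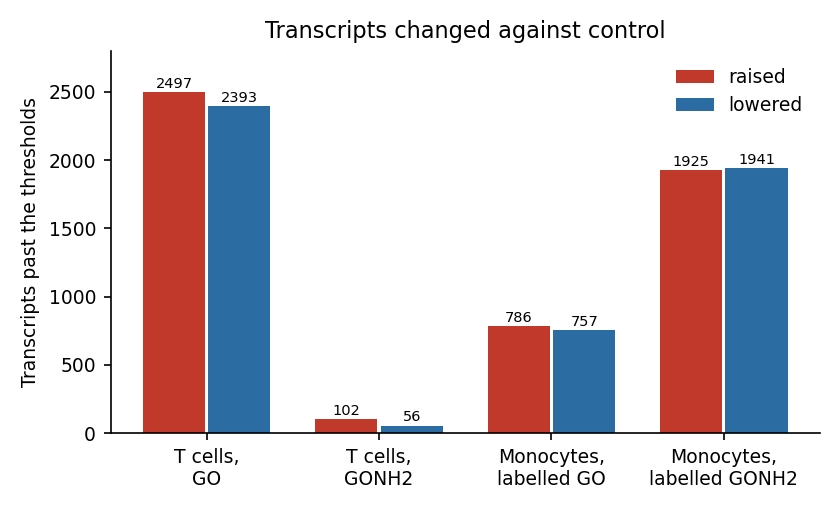
Number of transcripts raised and lowered against control at p under 0.001 and adjusted p under 0.05, for the 4 treated groups of 3 arrays each. The bars total 4890 for GO and 158 for GONH2 in T cells, and 1543 for arrays labelled GO and 3866 for arrays labelled GONH2 in monocytes.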

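In T cells, GO lowered ID1 (log2 fold change -4.42, SE 0.12, adjusted p = 5.83e-06, n = 3 per group, probe ILMN_1664861) and its relative ID3 (at least 5.32-fold, not detected after GO). SNHG9, a host of small nucleolar RNAs, fell as well (-3.39, SE 0.15, probe ILMN_3238785). TGFB1I1 (1.93, SE 0.12), the adhesion protein gene ZYX (1.84, SE 0.11) and MMP9 (1.78, SE 0.15) rose. GONH2 raised SGK1 by 1.17 (SE 0.14, adjusted p = 0.0294) and lowered NKD2, an inhibitor of Wnt signaling (-1.14, SE 0.09), TRIB1 (-1.05, SE 0.11) and the immediate early gene EGR1 (-1.00, SE 0.10). The totals were 4890 transcripts for GO, 2497 raised and 2393 lowered, and 158 for GONH2, 102 raised and 56 lowered. Under median scaling GO raised 585 and lowered 3129. Without Jurkat control 1 the count for GONH2 was 4, and without any 1 of the other 5 arrays it was 2. All calls named here for GONH2 were lost each time.
In monocytes, arrays labelled GO raised AKR1C2 by 3.04 (SE 0.14, adjusted p = 0.000108) and AKR1C4 by 2.97 (SE 0.11), both genes of aldo-keto reductases that turn over steroids. The Notch ligand DLL1 (2.86, SE 0.10) rose, and ORM1 (-3.14, SE 0.13), the carboxylesterase CES1 (-1.93, SE 0.11) and the chitinase-like CHI3L1 (-1.70, SE 0.20) fell. Arrays labelled GONH2 raised the kinase PRKD2 by 1.96 (SE 0.19, adjusted p = 0.000257) and TLR9 at least 2.65-fold. They lowered ORM1 by -3.34 (SE 0.20), S100P at least 6.85-fold and the interferon-induced IFI27 at least 7.73-fold, the last pair not detected after treatment. The totals were 1543 transcripts on arrays labelled GO, 786 raised and 757 lowered, and 3866 on arrays labelled GONH2, 1925 raised and 1941 lowered. Median scaling gave 235 raised and 1673 lowered on the former, and 460 and 3394 on the latter. Without THP1 control 2 or 3 the first count was 898 or 976, and without THP1 GO 1, 2 or 3, by the labels, it was 972, 814 or 839. The second count was 2524 without THP1 control 2 and 2555 without THP1 control 3.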

Following the treatment with functionalized GONH_2_, 1163 transcripts were altered in T cells and 977 in monocytes as compared with 4509 transcripts in T cells and 3528 in monocytes in GO-treated samples (Fig. 6; Supplementary Data 1, 2). However, the effect of GONH_2_ was clearly more specific. Indeed, 2845 transcripts were modulated in both T-cell and monocytes by GO. In contrast, only 390 transcripts were modulated in both treated cells by GONH_2_ (Fig. 6a). 

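SLC2A3, a glucose transporter, rose after GO in T cells (log2 fold change 1.87, SE 0.16, n = 3 per group) and on monocyte arrays labelled GO (1.92, SE 0.14). P2RX7, the receptor for extracellular ATP, rose in both (1.08, SE 0.11 and 1.37, SE 0.10). CD1D, which presents lipids to T cells, fell in both (-2.64, SE 0.10 and -1.21, SE 0.14). DDIT3 fell in T cells (-1.24, SE 0.10) and rose in monocytes (1.70, SE 0.13), and the metallothionein MT1X did likewise (-1.46, SE 0.15 and 0.80, SE 0.10). By the arrays' labels, GO changed 496 transcripts in both lines, against 388 expected if the calls were independent. Of these, 119 rose in both, 149 fell in both and 228 moved in opposite directions.
Across all tested transcripts, which are not independent replicates, fold changes after GO in T cells correlated with those of monocyte arrays labelled GO at r = 0.0208 and with those of arrays labelled GONH2 at r = 0.854. The response to GO differed between the lines in 4761 transcripts, in 2504 under median scaling and in 111 with the monocyte labels exchanged. The exchange, chosen after the study's tables had been compared, gave 2796 transcripts changed in both lines, 1335 raised and 1461 lowered. The 496 became 279 without THP1 control 2, 308 without THP1 control 3, 309 without THP1 GO 1 and 253 without THP1 GO 2 or 3.

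**Figure D3:**
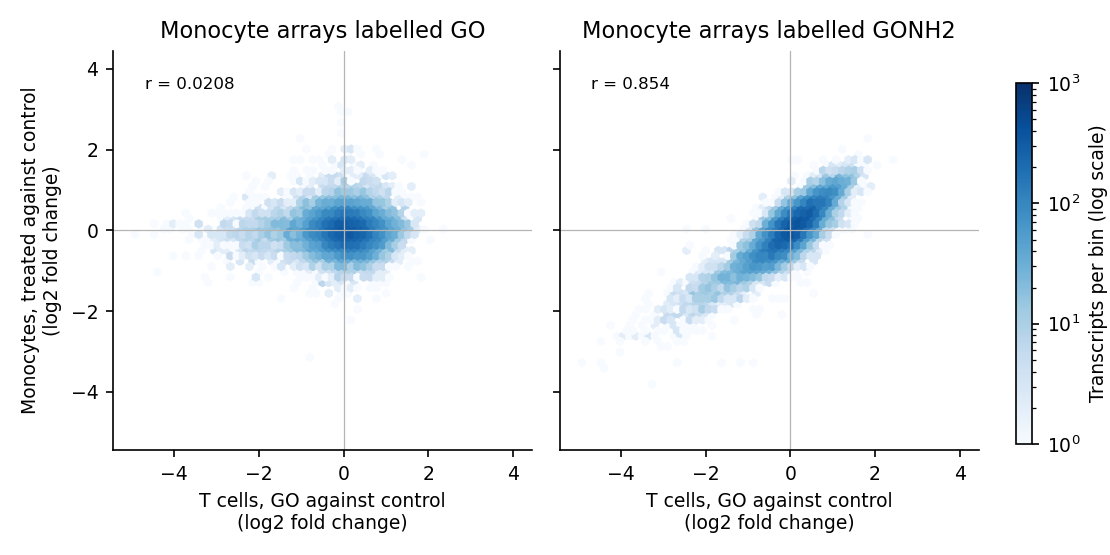
Log2 fold change against control in T cells after GO (horizontal axis) and in monocytes (vertical axis) for arrays labelled GO and arrays labelled GONH2, with darker bins holding more transcripts on a log scale. The correlation across transcripts is 0.0208 for arrays labelled GO and 0.854 for arrays labelled GONH2.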

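TRIB1, a pseudokinase gene that marks myeloid cells for growth or differentiation, fell after GONH2 in T cells and rose on monocyte arrays labelled GONH2 (1.22). IFI6, induced by interferon, rose by 0.68 (SE 0.10, adjusted p = 0.0433) in T cells and fell by -2.45 (SE 0.18, adjusted p = 0.000138) in monocytes (log2 fold changes, n = 3 per group). ID1 fell in both lines (-0.80, SE 0.09 and -3.41, SE 0.18), and ID3 fell by -0.86 (SE 0.09) in T cells and at least 8.53-fold in monocytes, where it was no longer detected. GONH2 changed 24 transcripts in both lines by the arrays' labels, against 31.4 expected for independent calls, 8 raised in both, 4 lowered in both and 12 opposite. The lines differed in their response to GONH2 in 3615 transcripts, in 2172 under median scaling and in 1072 with the monocyte labels exchanged. By limma, 0 transcripts were changed in both lines when any 1 Jurkat control or GONH2 array was left out. Without THP1 control 3 the count was 13 and without THP1 GONH2 2 it was 15. With the monocyte labels exchanged 45 transcripts were changed in both lines, 25 raised and 14 lowered in both.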

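IFIT1, whose protein binds foreign RNA, fell after GO in T cells (log2 fold change -0.92, SE 0.10, n = 3 per group, detected on 1 of 3 GO arrays) and rose after GONH2 (0.62, SE 0.09). In monocytes, CD74, the invariant chain of HLA class II, rose on arrays labelled GO (0.77, SE 0.12) and on arrays labelled GONH2 (1.42, SE 0.15), while DDIT3 fell on arrays labelled GONH2 (-1.76, SE 0.23). Both materials changed 54 transcripts in T cells, against 39.7 expected for independent calls, 24 raised by both, 11 lowered by both and 19 opposite. In monocytes the labelled groups shared 428 transcripts, against 307 expected, 126 raised in both, 153 lowered in both and 149 opposite. Both treatments within a line were compared with the same 3 controls. Fold changes after GO and GONH2 correlated across transcripts at r = 0.131 in T cells and 0.111 in monocytes. Shared controls alone gave 0.50 and 0.498 in simulations without a treatment effect, so these correlations cannot be set against each other. The covariance was 0.0214 in T cells and 0.0267 in monocytes, against 0.0120 and 0.0140 for shared controls alone.
The T-cell overlap was 0 by limma without any 1 Jurkat control or GONH2 array. The monocyte overlap was 232, 166 or 173 without THP1 control 1, 2 or 3, and 268, 226 or 226 without THP1 GO 1, 2 or 3.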

Venn diagrams in Fig. 6b, c describe the different modulation induced by GO and GONH_2_ in the treated cells.

**Fig. 6:**
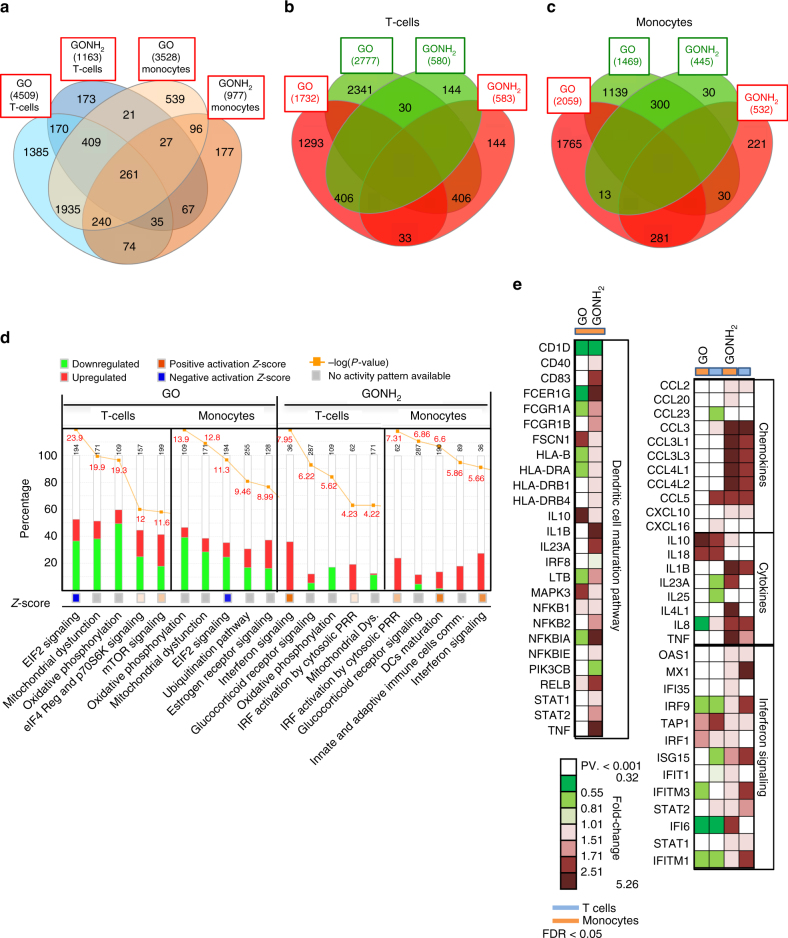
Gene expression impact of GO and GONH_2_ on T- and monocyte cell lines. **a** Venn diagrams for T cells and monocytes reporting the number of transcripts modulated in response to graphene administration. Each Venn diagram is divided into four areas, one for each type of GO and GONH_2_ in T cells and monocytes. The total number of modulated genes in each area is reported between the parentheses. **b** Venn diagrams of differently expressed transcripts in T cells and **c** in monocytes. Overlapping areas indicate the number of transcripts commonly changed in their expression level between GO and GONH_2_. Colored circles indicate the number of upregulated (red) and downregulated (green) transcripts with an absolute fold change > 1. **d** Top five first canonical pathways ranking according to significance level (Fisher exact test log (*P*-value) reported in red) modulated by the GO and GONH_2_ in T cells and monocytes identified using gene enrichment analysis. The *Z*-score of each pathway is expressed under each column; the –log(*P*-value) is reported in red on top of each histogram. **e** Expression heat map of chemokines, cytokines, dendritic cell maturation, and interferon signaling pathway genes (as listed in IPA software) in GONH_2_- and GO-treated cells vs. Controls; *P*-value < 0.001 and FDR < 0.05

To provide a functional interpretation of the transcriptional changes, we applied Ingenuity Pathway Analysis (IPA). The most differentially affected canonical pathways in GO- compared to GONH_2_-treated T cells and monocytes are shown in Fig. 6d while the 20 top canonical pathways are shown in Supplementary Fig. 8. While the perturbations induced by GO reflect the triggering of cytotoxic mechanisms, the changes induced by GONH_2_ consist of the selective immune activation of T cells and monocytes. Indeed, the canonical pathways most significantly affected by GO are eukaryotic initiation factor 2 (EIF2) signaling, oxidative phosphorylation (OXPHOS), and mTOR signaling, all related to cell metabolism and proliferative function. This effect is visible in both cell types (Fig. 6d). 

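Among genes of cell death and stress, GO in T cells raised CASP2, an initiator caspase gene (log2 fold change 0.73, SE 0.10, n = 3 per group), and MCL1, which blocks apoptosis (0.77, SE 0.10). CDKN1A, which halts the cell cycle, rose by 1.26 (SE 0.11), and the endoplasmic reticulum chaperone HSPA5 by 1.15 (SE 0.11). The heat shock gene HSPB1 rose (1.32, SE 0.10), while HSPE1, a chaperonin of mitochondria, fell (-2.40, SE 0.10). Of 29 genes of apoptosis fixed as a list, 2 rose, 0 fell and 27 did not pass (7 and 4 when adjusted over the list alone), with 5 lower at an unadjusted p under 0.05. The apoptosis list, with a median of 0.07 and a test leaning down, did not pass as a group (camera, adjusted p = 0.951, and adjusted p = 0.968 with an estimated correlation). Of 26 genes of the unfolded protein and ATF4 response, 10 rose, 1 fell and 15 did not pass (13 and 3 when adjusted over the list alone). The group did not pass as a whole (camera, adjusted p = 0.194, and adjusted p = 0.668 with an estimated correlation). MCL1, CASP2 and CDKN1A lost their calls under median scaling. After GONH2 in T cells, 0 of the 29 apoptosis genes rose and 0 fell by limma, with 1 higher and 3 lower at an unadjusted p under 0.05.
In monocytes, arrays labelled GO raised DDIT3, the asparagine synthetase gene ASNS, TRIB3 (0.97, SE 0.11) and PHGDH (1.03, SE 0.10), genes under the control of ATF4 or of amino acid supply. The unfolded protein and ATF4 list rose there, with 8 of 26 genes raised and 0 lowered, 13 and 5 when adjusted over the list alone (camera, adjusted p = 0.00127, and adjusted p = 0.385 with an estimated correlation). Its median of 0.31 was -0.02 under median scaling, where the call was kept, and the variability filter ended the call. BID and ENDOG, which act in apoptosis, fell (-0.71, SE 0.13 and -0.60, SE 0.11), each call lost without most single arrays. Of 29 apoptosis genes 0 rose by limma (2 higher at an unadjusted p under 0.05) and these 2 fell, 1 and 4 when adjusted over the list alone (camera, adjusted p = 0.577, and adjusted p = 0.664 with an estimated correlation). On arrays labelled GONH2, 2 of the 29 rose and 1 fell, 5 and 3 when adjusted over the list alone (camera, adjusted p = 0.427, and adjusted p = 0.586 with an estimated correlation).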

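EIF4G1, the scaffold of the translation initiation complex, rose after GO in T cells (log2 fold change 1.31, SE 0.12, n = 3 per group). So did EIF3F (0.95, SE 0.11) and EIF2AK4, the kinase that phosphorylates EIF2 in amino acid shortage (0.92, SE 0.10). Of 43 genes of translation initiation, 11 rose, 4 fell and 28 did not pass (18 and 8 when adjusted over the list alone). As a group they did not pass (camera, adjusted p = 0.567, and adjusted p = 0.625 with an estimated correlation), and their median log2 fold change was 0.22, or -0.20 under median scaling. In the mTOR pathway, LAMTOR5 (-1.75, SE 0.11) and LAMTOR3 (-1.46, SE 0.12), which anchor mTORC1 on lysosomes, fell, while RPS6KB2 (1.12, SE 0.09) and the inhibitor TSC2 (0.97, SE 0.12) rose. Of 34 genes of this pathway, 9 rose, 5 fell and 20 did not pass (15 and 8 when adjusted over the list alone). The group did not pass as a whole (camera, adjusted p = 0.659, and adjusted p = 0.751 with an estimated correlation). Of 74 genes of oxidative phosphorylation, 3 rose, 42 fell and 29 did not pass (10 and 55 when adjusted over the list alone). ATP5ME, a subunit of ATP synthase (-3.37, SE 0.11), and PET100 (-3.71, SE 0.17) fell. That list fell as a group (camera, adjusted p = 6.33e-14, and adjusted p = 0.385 with an estimated correlation), with a median of -0.77. EIF3F, EIF2AK4, RPS6KB2 and TSC2 lost their calls under median scaling.

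**Figure D4:**
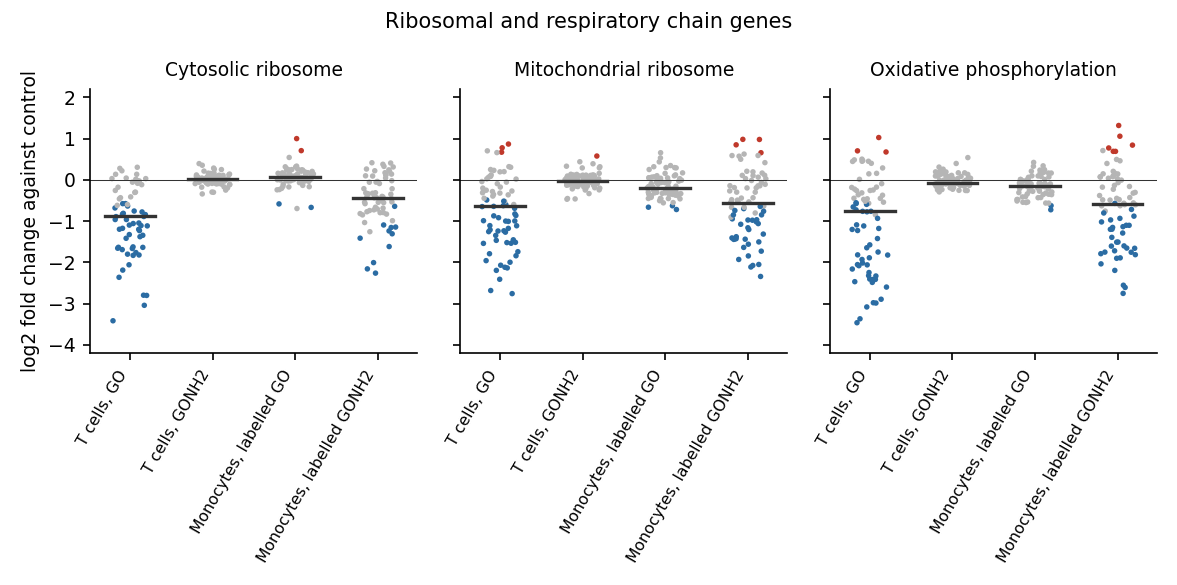
Log2 fold change against control of genes of the cytosolic ribosome, the mitochondrial ribosome and oxidative phosphorylation in the 4 treated groups of 3 arrays each, with red for raised, blue for lowered and gray for genes that did not pass, and bars at the median. The medians for oxidative phosphorylation are -0.77 after GO and -0.07 after GONH2 in T cells, and -0.15 on arrays labelled GO and -0.59 on arrays labelled GONH2 in monocytes.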

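NDUFAB1, an acyl carrier subunit of complex I, fell on monocyte arrays labelled GO (log2 fold change -0.73, SE 0.12, adjusted p = 0.00634, n = 3 per group), and so did ATP5MC1, part of the ATP synthase rotor (-0.63, SE 0.11). Of 74 genes of oxidative phosphorylation, 0 rose, 2 fell and 72 did not pass (1 and 12 when adjusted over the list alone). The list fell as a group (camera, adjusted p = 0.0109, and adjusted p = 0.525 with an estimated correlation). EIF4G1 (-0.62, SE 0.11) and MTOR, the kinase itself (-0.77, SE 0.13), fell as well. Translation initiation had 0 of 43 genes raised by limma, 1 lowered and 10 higher at an unadjusted p under 0.05. Adjusted over the list alone these were 3 and 2, and the group did not pass (camera, adjusted p = 0.534, and adjusted p = 0.751 with an estimated correlation). The mTOR list had 1 of 34 genes raised and 1 lowered, 3 and 7 when adjusted over the list alone (camera, adjusted p = 0.577, and adjusted p = 0.731 with an estimated correlation). The calls of NDUFAB1, ATP5MC1, EIF4G1 and MTOR were each lost without at least 3 of the single arrays, and the oxidative phosphorylation call was lost with the variability filter and in the fit of 9 arrays.
On arrays labelled GONH2, COX7B (-2.75, SE 0.34) and ATP5ME (-2.61, SE 0.28) fell. There 6 of the 74 genes rose and 33 fell, 8 and 43 when adjusted over the list alone (camera, adjusted p = 3.56e-07, and adjusted p = 0.525 with an estimated correlation). EIF4G1 rose there (1.38, SE 0.15). Translation initiation had 6 of 43 genes raised and 1 lowered, 14 and 5 when adjusted over the list alone (camera, adjusted p = 0.637, and adjusted p = 0.818 with an estimated correlation). Its median of 0.15 was -0.28 under median scaling. The mTOR list had 7 of 34 raised and 2 lowered, 11 and 4 when adjusted over the list alone (camera, adjusted p = 0.675, and adjusted p = 0.751 with an estimated correlation), and the median of 0.07 was -0.21 under median scaling. Genes whose span in the genome is under 1500 bases had a median log2 fold change of -0.30 there, against 0.08 for all genes. Of these 352 short genes, 7 belong to the ribosomal and oxidative phosphorylation lists.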

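After GO, T cells had less RNA for the ribosomal proteins RPL36A (log2 fold change -3.42, SE 0.19, adjusted p = 1.39e-05, n = 3 per group), RPL34 (-3.04, SE 0.09), RPL26 (-2.80, SE 0.12) and RPS21 (-2.80, SE 0.16). Of 68 genes of the cytosolic ribosome, 0 rose by limma (2 higher at an unadjusted p under 0.05), 43 fell and 25 did not pass, 1 raised and 50 lowered when adjusted over the list alone. The list fell as a group (camera, adjusted p = 9.81e-15, and adjusted p = 0.487 with an estimated correlation), with a median log2 fold change of -0.87 that ran from -1.48 to -0.78 over all settings and left-out arrays. In the mitochondrial ribosome, which makes the membrane subunits of the respiratory chain, MRPS18C (-2.76, SE 0.12), MRPS21 (-2.69, SE 0.14) and MRPL33 (-2.41, SE 0.14) fell. Of its 76 genes, 3 rose, 42 fell and 31 did not pass (7 and 51 when adjusted over the list alone). The list fell as a whole (camera, adjusted p = 1.2e-11, and adjusted p = 0.385 with an estimated correlation). LSM3 (-2.72, SE 0.10) and SNRPD2 (-2.40, SE 0.12), small proteins of the splicing machinery, fell. Of 24 spliceosome genes, 2 rose and 12 fell, 2 and 16 when adjusted over the list alone (camera, adjusted p = 3.53e-05, and adjusted p = 0.385 with an estimated correlation). Genes with a span under 1500 bases had a median of -0.44, against 0.11 for all genes. Of these 352 short genes, 7 belong to the ribosomal and oxidative phosphorylation lists.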

More in detail, protein synthesis, as indicated by the negative *Z*-score of the EI2F pathway, was suppressed by GO treatment, in line with the induction of apoptotic mechanism showed by the CyTOF and flow cytometry analyses. Conversely, the functionalized GONH_2_ induced a coordinated induction of immune-activator pathways with limited impact on cell metabolism. 

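OAS2 and OAS3, which make the activator of the antiviral RNase L, rose after GONH2 in T cells (log2 fold changes 1.25, SE 0.15, adjusted p = 0.0313 and 0.98, SE 0.12, n = 3 per group). IRF7, which drives interferon genes, rose by 0.93 (SE 0.12), and IFI44 by 0.89 (SE 0.09). Of 41 genes of the type I interferon response, 8 rose and 0 fell by limma, with 1 lower at an unadjusted p under 0.05, 21 and 1 when adjusted over the list alone. The list rose as a group (camera, adjusted p = 6.66e-13, and adjusted p = 0.116 with an estimated correlation), and 37 of its 41 genes lay above 0. The calls of OAS2, OAS3, IRF7 and IFI44 were lost when any 1 array was left out, and the group's call was kept.
Among lists of metabolism, oxidative phosphorylation had 0 of 74 genes raised and 0 lowered by limma after GONH2, with 4 higher and 7 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.578, and adjusted p = 0.844 with an estimated correlation). The cytosolic ribosome had 0 of 68 raised and 0 lowered, with 4 higher and 4 lower (camera, adjusted p = 0.622, and adjusted p = 0.731 with an estimated correlation). Glycolysis had 0 of 19 raised and 0 lowered, with 3 higher and 1 lower (camera, adjusted p = 0.427, and adjusted p = 0.751 with an estimated correlation). MRPS25 was the 1 gene raised of 76 in the mitochondrial ribosome (0.57, SE 0.09). That list did not pass (camera, adjusted p = 0.852, and adjusted p = 0.958 with an estimated correlation).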

Almost all the top 20 canonical pathways modulated by GONH_2_ are related with immune functions (Supplementary Fig. 8). Such pathways include intracellular signaling implicated in the activation of T cells and in the maturation and activation of monocytes (e.g., interferon signaling, interferon regulatory factor (IRF) activation by pattern recognition receptor (PRR), and antigen presenting and inflammasome pathways) (Fig. 6d; Supplementary Fig. 8). These differences between the two GOs was confirmed using the gene set comparison tool in BRB Array-Tools as a scoring test to assign the functional category definitions according to the Gene Ontology database, with a *P*-value < 0.005 (Supplementary Data 3, 4). 

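In antigen presentation after GONH2 in T cells, ERAP2, which trims peptides for HLA class I, was the 1 gene lowered of 25 (log2 fold change -0.76, n = 3 per group). In this list 0 genes rose by limma, with 1 higher at an unadjusted p under 0.05, and 0 rose and 1 fell when adjusted over the list alone (camera, adjusted p = 0.852, and adjusted p = 0.9 with an estimated correlation). IL1B was the 1 gene raised of 11 in the inflammasome list, which passed as a group (camera, adjusted p = 0.0272, and adjusted p = 0.525 with an estimated correlation). It failed to pass when only probes detected everywhere were kept, when the 9 arrays of the line were fitted together, and without Jurkat control 2, control 3 or GONH2 1.
TAPBP (1.57, SE 0.15) and TAP1 (0.81, SE 0.13), which load peptides onto HLA class I, rose on monocyte arrays labelled GONH2, while HLA-B (-0.91, SE 0.14) and the immunoproteasome activator PSME2 (-1.14, SE 0.16) fell. Antigen presentation there had 3 genes raised and 4 lowered of 25, 5 and 4 when adjusted over the list alone (camera, adjusted p = 0.648, and adjusted p = 0.731 with an estimated correlation). IL18, a cytokine released by inflammasomes, rose (1.11, SE 0.17), and the protease that matures it, CASP1, fell (-1.28, SE 0.19), each 1 of 11 genes (camera, adjusted p = 0.932, and adjusted p = 0.954 with an estimated correlation). The type I interferon list fell, with 1 gene raised and 7 lowered of 41, 4 and 11 when adjusted over the list alone (camera, adjusted p = 0.0466, and adjusted p = 0.487 with an estimated correlation). This group call was lost in 11 of 15 other settings.
In monocytes, IRF7 rose on arrays labelled GO (1.00, SE 0.17) and ISG15 (-0.87, SE 0.13) and IFITM3 (-0.88, SE 0.12), both induced by interferon, fell. The type I interferon list had 4 genes raised and 7 lowered of 41, 7 and 11 when adjusted over the list alone (camera, adjusted p = 0.852, and adjusted p = 0.844 with an estimated correlation), with a median of 0.04 and a mean of -0.05. HLA-E (0.76, SE 0.12) and the immunoproteasome subunit PSMB9 (0.86, SE 0.12) rose. Of 25 antigen presentation genes 4 rose and 1 fell, 7 and 3 when adjusted over the list alone (camera, adjusted p = 0.427, and adjusted p = 0.586 with an estimated correlation). LYZ (-1.44, SE 0.12) and the calgranulin S100A9 (-1.57, SE 0.21) fell. Of 23 myeloid markers 1 rose and 10 fell, 3 and 14 when adjusted over the list alone (camera, adjusted p = 0.00508, and adjusted p = 0.487 with an estimated correlation), a group call lost with the variability filter. IRF7 and HLA-E lost their calls without at least 3 of the single arrays, and TAP1 without THP1 GONH2 3.

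**Figure D5:**
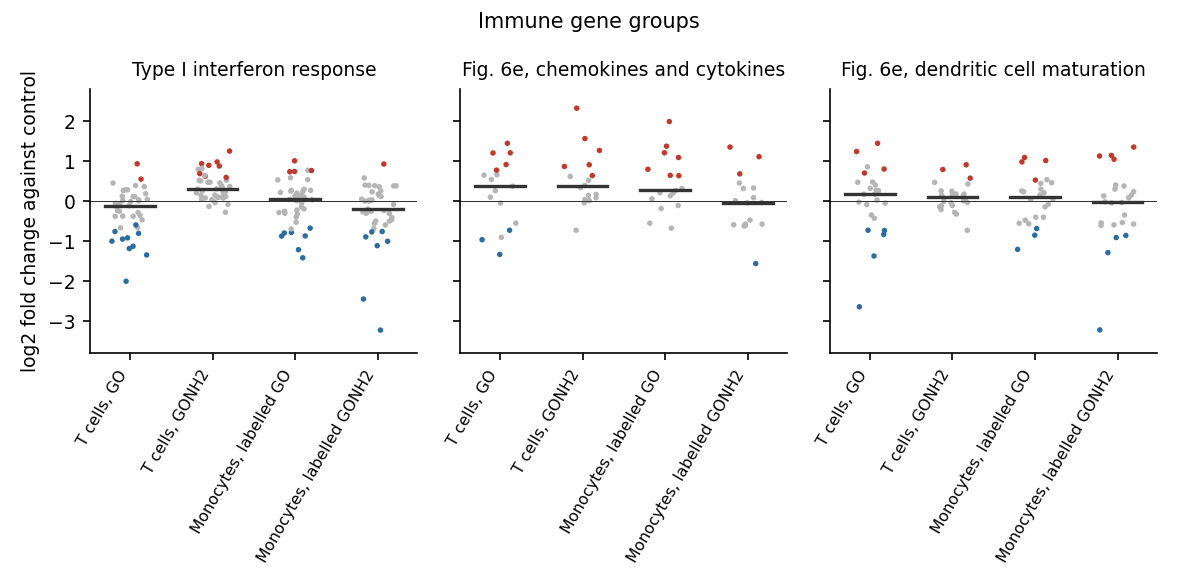
Log2 fold change against control of genes of the type I interferon response and of the chemokine and dendritic cell maturation lists of Fig. 6e in the 4 treated groups of 3 arrays each, with red for raised, blue for lowered and gray for genes that did not pass, and bars at the median. The interferon medians are -0.14 after GO and 0.31 after GONH2 in T cells, and 0.04 on arrays labelled GO and -0.20 on arrays labelled GONH2 in monocytes.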

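In T cells, GO lowered ATP5F1E (log2 fold change -3.47, SE 0.11, adjusted p = 6.64e-06, n = 3 per group), COX7B (-3.08, SE 0.15) and UQCRB, a subunit of complex III (-2.99, SE 0.15). ATP5F1D, the delta subunit of ATP synthase (1.02), NDUFV1, the NADH-binding subunit of complex I (0.70), and UQCRC1, a core subunit of complex III (0.67), rose. The same 3 rose on monocyte arrays labelled GONH2 (1.32, 0.84 and 0.69), where ATP5F1E (-2.56, SE 0.31) and UQCRB (-2.20, SE 0.28) fell. Glycolysis moved the other way in T cells after GO, with rises of the glucose transporter SLC2A1 (1.44, SE 0.09), GPI (1.08, SE 0.10) and the first enzyme of the path, HK2 (0.98, SE 0.09). Of 19 glycolysis genes, 11 rose, 0 fell by limma (0 also at an unadjusted p under 0.05) and 8 did not pass, 14 raised when adjusted over the list alone (camera, adjusted p = 0.00067, and adjusted p = 0.487 with an estimated correlation). The glycolysis median of 0.66 was 0.14 under median scaling, which ended the group's call and those of GPI and HK2. The median of 108 coding genes with a span under 1500 bases and outside these lists differed by -0.41 from that of all coding genes after GO in T cells and by -0.28 on monocyte arrays labelled GONH2.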

The perturbation of the OXPHOS pathway found also with IPA highlights the impact of GO on cell metabolism (Supplementary Fig. 9a, b). 

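After GONH2 in T cells, MX1, a GTPase that blocks viruses, had a log2 fold change of 0.82 (SE 0.15, adjusted p = 0.0598) and ISG15 of 0.38 (SE 0.12, adjusted p = 0.153) (n = 3 per group), and neither passed. In the interferon list of Fig. 6e, which the study chose on these samples, IFIT1 and IFI6 were the 2 genes raised of 11 and 0 fell by limma (0 also at an unadjusted p under 0.05). Adjusted over the list alone 5 rose, which is not independent evidence (camera, adjusted p = 1.25e-05, and adjusted p = 0.385 with an estimated correlation).
In monocytes, arrays labelled GONH2 raised FSCN1, the actin bundler of mature dendritic cells (1.14, SE 0.12), RELB, a subunit of NF-kB (1.04, SE 0.14), and MAPK3 (1.13, SE 0.15). CD1D fell at least 7.35-fold, to below detection, and FCER1G, a signaling chain of Fc receptors, by -1.29 (SE 0.21). Of 24 genes in the dendritic cell list of Fig. 6e, chosen by the study on these samples, 4 rose and 4 fell, 5 and 9 when adjusted over the list alone (camera, adjusted p = 0.524, and adjusted p = 0.622 with an estimated correlation). On arrays labelled GO, the Fc receptor gene FCGR1A (0.98, SE 0.13) and its relative FCGR1BP (1.01, SE 0.14) rose, and LTB (-0.85, SE 0.16) and NFKBIE (-0.69, SE 0.12) fell. There 4 genes of the list rose and 3 fell, 8 and 8 when adjusted over the list alone (camera, adjusted p = 0.658, and adjusted p = 0.751 with an estimated correlation). FSCN1 lost its call under median scaling, and so did FCGR1A.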

The modulation of IFN signaling in T cells and DC maturation pathway in monocytes induced by GONH_2_ are represented in Supplementary Figs. 10, 11. Thus, GO compared to GONH_2_ induces a stronger alteration of pathways related to cellular replication and metabolism (Supplementary Fig. 8; Supplementary Data 3, 4) with a downregulation of OXPHOS pathway (Supplementary Fig. 9a, b). 

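CDT1, which licenses replication origins, rose after GO in T cells (log2 fold change 1.47, SE 0.10, n = 3 per group). POLD1, a replicative polymerase (1.20, SE 0.12), and RRM2, which supplies deoxynucleotides (1.06, SE 0.14), rose as well, while RPA3, a small subunit of the single-strand binding protein, fell (-2.33, SE 0.11). Of 44 genes of DNA replication, 7 rose, 6 fell and 31 did not pass (18 and 9 when adjusted over the list alone). The group did not pass as a whole (camera, adjusted p = 0.624, and adjusted p = 0.693 with an estimated correlation). CKS1B and PTTG1, of cell division, fell (-1.48, SE 0.10 and -1.27, SE 0.11). Of 35 mitosis genes, 5 rose, 5 fell and 25 did not pass (8 and 7 when adjusted over the list alone), without passing as a group (camera, adjusted p = 0.427, and adjusted p = 0.731 with an estimated correlation). After GONH2 in T cells, 0 of 44 replication genes rose and 0 fell by limma, with 5 higher and 1 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.77, and adjusted p = 0.781 with an estimated correlation). Their median was -0.03 and their mean 0.01. Mitosis genes rose as a group after GONH2 (camera, adjusted p = 0.0411, and adjusted p = 0.525 with an estimated correlation), a call lost under median scaling, with the variability filter, with a replicate block, in fits of 9 or 18 arrays and without 4 of the 6 single arrays. Of these 35 genes 0 were called by limma, 3 were higher at an unadjusted p under 0.05, and 1 rose when adjusted over the list alone.
On monocyte arrays labelled GO, 1 replication gene rose and 3 fell, 1 and 7 when adjusted over the list alone (camera, adjusted p = 0.347, and adjusted p = 0.696 with an estimated correlation). Those labelled GONH2 raised MCM5, part of the replicative helicase (1.45, SE 0.13, adjusted p = 0.000249), CDT1 (1.80, SE 0.13) and POLD1 (1.27, SE 0.14). The list rose with 15 of 44 genes raised and 4 lowered, 20 and 5 when adjusted over the list alone (camera, adjusted p = 0.0195, and adjusted p = 0.487 with an estimated correlation). That list's median of 0.26 was -0.10 under median scaling, which ended the call. Detection on all arrays, the variability filter, the mean of a gene's probes and leaving out THP1 GONH2 3 ended it too. From pathway rankings and a comparison of gene sets by function, the paper concludes that GO alters replication and metabolism more than GONH2 does.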

In summary, GONH_2_ was confirmed to upregulate immune activation pathways without disrupting intracellular homeostasis. A list of immune-related genes modulated by GONH_2_ in T cells and monocytes is reported in Fig. 6e. These genes include Th1 chemokines^65^ such as *CXCL10* (CXCR3 ligand), *CCL3*, *CCL3L3*, *CCL4L1*, *CCL4L2*, and *CCL5* (CCR5 ligands), pro-inflammatory cytokines such as *TNFα* and *IL1β* (Fig. 6e), and master regulators of the cross-talk between innate and adaptive immune response such as *IRF1* and *STAT1*. 

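CCL3L1, the gene of a chemokine that attracts T cells and monocytes, rose after GONH2 in T cells (log2 fold change 1.26, SE 0.11, adjusted p = 0.0184, n = 3 per group). Of 17 genes in the chemokine and cytokine list of Fig. 6e, which the study chose on these samples, 6 rose and 0 fell by limma, with 1 lower at an unadjusted p under 0.05. Adjusted over the list alone 8 rose, which is not independent evidence (camera, adjusted p = 1.22e-07, and adjusted p = 0.385 with an estimated correlation). In its dendritic cell list, FCGR1A (0.57, SE 0.09) and FCGR1BP (0.79, SE 0.11) rose with IL1B. Of its 24 genes 3 rose and 0 fell by limma (3 lower at an unadjusted p under 0.05), with 3 raised when adjusted over the list alone (camera, adjusted p = 0.125, and adjusted p = 0.487 with an estimated correlation). After GO in T cells, IL10 (1.44, SE 0.10), IL18 (1.20, SE 0.10) and CCL5 rose and IL25 (-1.34, SE 0.13) fell. Of the 17 chemokine and cytokine genes 5 rose and 3 fell, 8 and 5 when adjusted over the list alone (camera, adjusted p = 0.639, and adjusted p = 0.839 with an estimated correlation). IFI6 (-2.01, SE 0.12), IFITM1 (-1.35, SE 0.19) and ISG15 (-1.00, SE 0.13) fell. The interferon list had 2 of 11 raised and 5 lowered, 3 and 5 when adjusted over the list alone (camera, adjusted p = 0.172, and adjusted p = 0.499 with an estimated correlation). The fixed type I interferon list fell there, with 2 genes raised and 10 lowered of 41, 4 and 15 when adjusted over the list alone (camera, adjusted p = 0.0109, and adjusted p = 0.385 with an estimated correlation). This call was lost under median scaling, with probes detected everywhere and with the variability filter.
CCL20, which attracts immature dendritic cells, rose on monocyte arrays labelled GO (1.99, SE 0.20, adjusted p = 0.00152), as did IL23A (1.09, SE 0.10). The chemokine list rose with 7 raised and 0 lowered of 17 by limma (2 lower at an unadjusted p under 0.05), 7 and 2 when adjusted over the list alone (camera, adjusted p = 0.00849, and adjusted p = 0.525 with an estimated correlation). IL10 rose on arrays labelled GONH2 (1.35, SE 0.16) and the neutrophil attractant CXCL8 fell (-1.56, SE 0.13, adjusted p = 0.000198). Of the 17 genes 3 rose and 1 fell, 3 and 7 when adjusted over the list alone (camera, adjusted p = 0.577, and adjusted p = 0.774 with an estimated correlation). The interferon list had 0 raised and 4 lowered of 11 on arrays labelled GO by limma (2 higher at an unadjusted p under 0.05), 2 and 5 when adjusted over the list alone (camera, adjusted p = 0.0799, and adjusted p = 0.487 with an estimated correlation). It had 2 raised and 3 lowered on arrays labelled GONH2, 2 and 5 when adjusted over the list alone (camera, adjusted p = 0.0846, and adjusted p = 0.575 with an estimated correlation). CCL3L1, FCGR1A and FCGR1BP lost their calls after GONH2 in T cells when any 1 array was left out, and IL10 and IL18 lost theirs after GO under median scaling.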

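CCL4L1, a chemokine gene, rose after GONH2 in T cells (log2 fold change 2.32, SE 0.21, adjusted p = 0.0184, n = 3 per group, probe ILMN_1716276) and was detected on 1 of 3 control arrays. CCL3 rose by 1.56 (SE 0.13, adjusted p = 0.0161), CCL3L3 by 0.86 (SE 0.13, adjusted p = 0.0438) and CCL5 by 0.64 (SE 0.09, adjusted p = 0.0343) (probes ILMN_1671509, ILMN_2105573 and ILMN_2098126). IL1B, a cytokine of inflammation, rose by 0.91 (SE 0.10, adjusted p = 0.0284) (probe ILMN_1775501). TNF (-0.73, SE 0.30, adjusted p = 0.25) and IRF1, a regulator of interferon genes (0.04, SE 0.11, adjusted p = 0.859), did not pass, and CXCL10 was not tested, since it was detected on no control or GONH2 array. CCL3 and CCL4L1 kept their calls only without Jurkat control 1, and the other calls after GONH2 in T cells were lost when any 1 array was left out.
After GO in T cells, CCL5 (0.91, SE 0.10, adjusted p = 0.000271) and IRF1 (0.63, SE 0.10, adjusted p = 0.00143) rose. In the same cells CCL3 (0.65, SE 0.13, adjusted p = 0.00463), CCL3L3 (0.37, SE 0.15, adjusted p = 0.085), IL1B (0.26, SE 0.26, adjusted p = 0.457) and TNF (-0.05, SE 0.12, adjusted p = 0.755) did not pass. The rises of CCL5 and IRF1 were lost under median scaling.
On monocyte arrays labelled GO, CCL3L3 (1.37, SE 0.12, adjusted p = 0.000929), CCL3 (at least 1.66-fold, not detected on control arrays) and CCL5 (0.64, SE 0.11, adjusted p = 0.00795) rose. IRF1 (0.63, SE 0.15, adjusted p = 0.0227) and TNF (0.05, SE 0.20, adjusted p = 0.884) did not pass. CCL5 lost this call without any 1 array and CCL3 without 3 of them. IRF1 rose on arrays labelled GONH2 (0.76, SE 0.16, adjusted p = 0.00442), a call lost without 5 of the single arrays. There CCL3 (adjusted p = 0.159, not detected on control arrays), CCL3L3 (0.08, SE 0.15, adjusted p = 0.689), CCL5 (-0.05, SE 0.12, adjusted p = 0.786) and TNF (-0.04, SE 0.20, adjusted p = 0.893) did not pass. CCL4L1 was not detected on the monocyte arrays, and IL1B, detected on 1 of 3 control arrays and on no treated one, did not pass (adjusted p = 0.0708 on arrays labelled GO and 0.015 on arrays labelled GONH2).

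**Figure D6:**
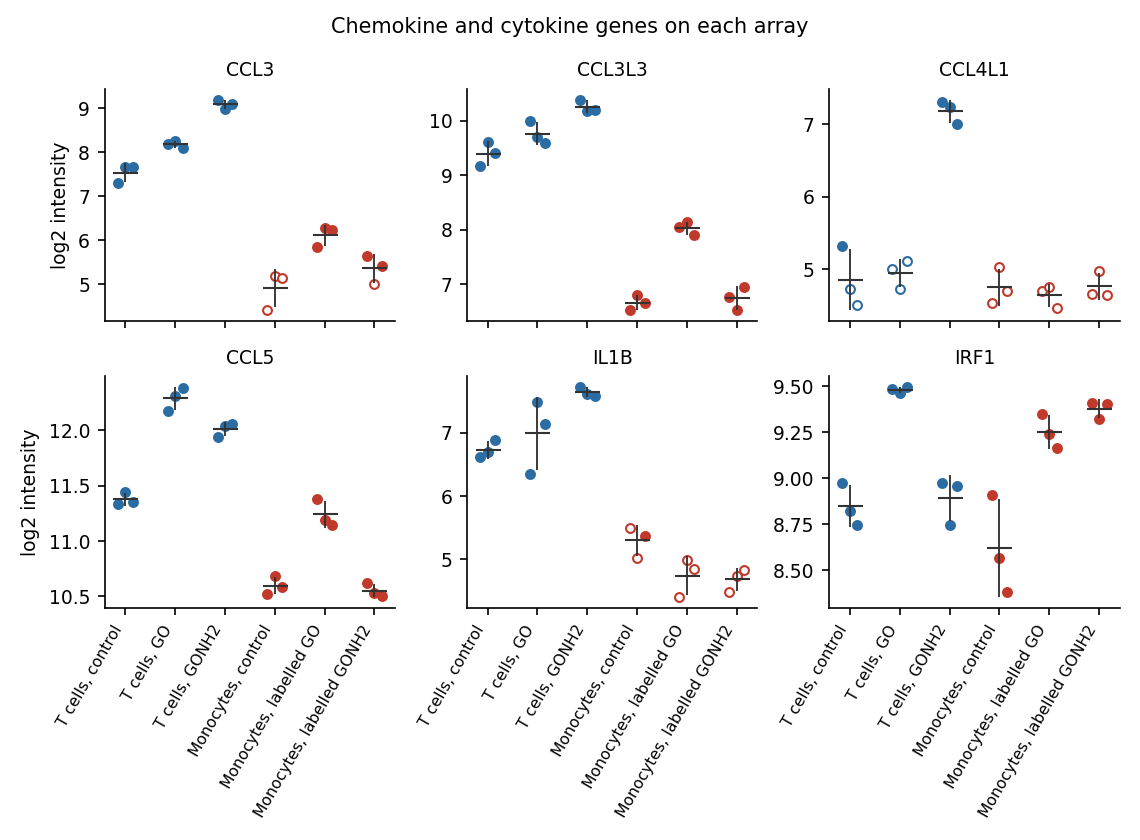
Log2 intensity of 6 chemokine, cytokine and regulator genes on each array of the 6 groups, with the mean and SD (n = 3 arrays) and open circles where the probe was not detected. After GONH2, CCL4L1 rises only on the arrays labelled T cells, by a log2 fold change of 2.32.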

To validate the Illumina Beadchip data, we performed real-time PCR with highly specific TaqMan probes. Again, *IRF1*, *CCL3L3*, *IL1B*, and *CCL5* were consistently overexpressed only after GONH_2_ treatment (Supplementary Fig. 12). Remarkably, these genes (i.e., *CXCR3/CCR5* ligands, and the transcription factors *STAT1* and *IRF1*) are central in the induction of immune-mediated tumor rejection^57, 60, 66^ and their overexpression in resected tumors has been associated with favorable prognosis^59, 61, 62^. Such transcripts are upregulated in tumors from patients who are more likely to respond to immunotherapeutic approaches such as IL2^67^, vaccine^68^, adoptive therapies^58^, and checkpoint inhibition^69^. Moreover, the efficacy of cancer immunotherapy relies on the ability to trigger a Th1/M1 anti-tumor response through the induction of the expression of the aforementioned transcripts^54, 57^. Recently, the use of different kinds of nanomaterials as immune modulators for vaccine adjuvant or immunotherapy applications have been described^70–73^. Xu et al. proposed the use of polyethylene glycol and polyethyleneimine functionalized GO as vaccine adjuvant. Functionalized GO was found to promote the maturation of DCs, through the activation of multiple toll-like receptor (TLR) pathways while showing low toxicity^74^. In a similar and extensive way, the current morphological and genomic analysis suggests that GONH_2_ might enable the initiation and induction of monocyte and DC activation, possibly through TLR/PRR interactions. The results on GO underline how this material is affecting mainly the intracellular metabolic processes such as the OXPHOS and ribosomal activity in both T cells and monocytes in a dose-dependent way. This action could enhance the membrane damage and the reactive oxygen species (ROS) production eventually leading to necrosis^9, 75^. This effect of GO was reported also by other authors for cell lines and bacteria. 

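MRPL35, MRPL40 and MRPS17, proteins of the mitochondrial ribosome, fell after GO in T cells and on monocyte arrays labelled GO, where their log2 fold changes were -0.67 (SE 0.13), -0.72 (SE 0.13) and -0.63 (SE 0.11) (n = 3 per group). They were the 3 genes lowered in both of 76, with 42 lowered in T cells and 1.66 expected in both for independent calls. In oxidative phosphorylation 42 genes were lowered in T cells, 2 on monocyte arrays labelled GO and 2 in both (1.14 expected), NDUFAB1 and ATP5MC1. In the cytosolic ribosome 43 were lowered in T cells, 2 on arrays labelled GO and 2 in both (1.26 expected). On arrays labelled GONH2, 11 genes of the cytosolic ribosome fell, RPL31 (-1.62, SE 0.29) among them, and all had fallen after GO in T cells (6.96 expected). The shared falls there were 29 of 32 in the mitochondrial ribosome (17.7 expected) and 32 of 33 in oxidative phosphorylation (18.7 expected). The cytosolic ribosome did not pass on arrays labelled GO (camera, adjusted p = 0.174, and adjusted p = 0.487 with an estimated correlation) and fell on arrays labelled GONH2 (camera, adjusted p = 1.25e-05, and adjusted p = 0.596 with an estimated correlation). The mitochondrial ribosome fell on arrays labelled GO (camera, adjusted p = 0.0109, and adjusted p = 0.596 with an estimated correlation) and on arrays labelled GONH2 (camera, adjusted p = 3.56e-07, and adjusted p = 0.58 with an estimated correlation). The named calls on arrays labelled GO were each lost without at least 3 of the single arrays, and the group call of the mitochondrial ribosome there without THP1 control 1. The treated samples received a single dose, 50 µg/ml.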

Akhavan et al.^77^ for example, described the interaction of the sharp edges of graphene sheets with the cell walls of bacteria and cell lines, leading to the generation of ROS and cell wrapping^76^. However, the mechanism associated with cytotoxicity of GO on primary immune cells is likely more complex than in the case of other types of mammalian (i.e., cancer cell lines) and bacterial cells involving a direct impact on cell membrane or generation of ROS, and it warrants future studies. Our data suggests that amino-functionalized GO is likely to facilitate the differentiation of monocytes into monocyte-derived DCs (moDCs). MoDCs pulsed with certain tumor-associated antigens (and eventually prompted with functionalized GO) could expand tumor-specific T-cytotoxic cells to elicit anti-tumor immunity^73, 78, 79^.

In conclusion, we propose a high-throughput strategy for the characterization of complex interactions between nanomaterials and the plethora of immune cell populations. The analysis of multicellular systems where cells carry out a diverse array of complex, and specialized functions is still a big challenge^33^. Single-cell mass cytometry enters successfully in this context with its unique capacity of simultaneously resolving a large amount of probes on a per-cell basis at high acquisition rates, thereby providing researchers the ability to phenotypically and functionally profile different cell subpopulations. This technology allows the sophisticated analysis of multiple immune cell interactions with nanomaterials, while overcoming the limitations of spectral overlap present in flow cytometry and revealing all the possible modulations at the single-cell level.

Herein we have focused our studies using CyTOF on the effects of GO, one of the most recent biomedically promising nanomaterials, on primary immune cells. Thanks to this advanced technology, confirmed by classical flow cytometry methods, we report that amino functionalization improves the biocompatibility of GO. Moreover, GONH_2_ was found to induce a cell-specific activation of T cells, DCs, and monocytes, which were polarized to sustain a M1/Th1 immune response. The positive impact of nanomaterials on specific immune cells can serve as a starting point for the development of nanoscale platforms in medicine as immunotherapeutics, vaccine carrier, and nanoadjuvant tools^27^. Our pilot study paves the way for the future use of single-cell mass cytometry for a deep characterization of immune responses to any type of nanomaterials useful for biomedical applications.

## Methods

### Applied strategy for GO and functionalized GONH_2_ synthesis

GO was prepared using a modified Hummers’ method previously reported by Ali-Boucetta et al.^80^ Briefly, 0.2 g of graphite flakes (Barnwell, UK) was added to 0.1 g of NaNO_3_ in 4.6 ml of 96% H_2_SO_4_. After obtaining a homogenous dispersion, 0.6 g of KMnO_4_ was slowly added. The temperature was carefully controlled during the reaction and kept between 98 and 100 °C. The mixture was then diluted with 25 ml of deionized H_2_O. To reduce residual KMnO_4_, MnO_2_, and Mn_2_O_7_ we slowly added a solution of 3% H_2_O_2_. The obtained graphitic oxide suspension was further exfoliated and purified by several centrifugation steps until the pH of the supernatant was around 7. Finally, we extracted and diluted the viscous orange/brown gel-like layer of pure GO using MilliQ water.

2,2′-(ethylenedioxy)bis(ethylamine) (410 µl) was added to a 20 ml of a GO dispersion (1 mg ml^−1^) in deionized water, and the mixture was stirred for 2 days at room temperature. The solution was then filtered using an Omnipore polytetrafluoroethylene (PTFE) membrane (0.45 µm, Millipore). The solid was dispersed in methanol (100 ml), sonicated for 2 min and filtered again. This procedure was repeated with DMF and methanol. The solid was dispersed in deionized water and dialyzed against deionized water using a dialysis membrane of MWCO 12–14,000 Da.

### Characterizations of the materials

For TEM characterization, 20 μl of sample (100 μg ml^−1^) was deposited on a carbon-coated copper grid (Electron Microscopy Services, USA). Excess material was removed by filter paper. Imaging was performed using a FEI Tecnai 12 BioTWIN microscope (Techni, Netherlands) at an acceleration voltage of 100 kV. Images were taken with a Gatan Orius SC1000 CCD camera (GATAN, UK). Lateral size distributions were carried out using ImageJ software after counting the lateral dimension of more than 100 individual GO sheets from several TEM images. For AFM, freshly cleaved mica (Agar Scientific, UK) was used as a substrate. Non-functionalized GO samples required a pre-coating step of the negatively charged mica surface with 20 μl of 0.01% poly-l-lysine (Sigma-Aldrich, UK). All samples were prepared by depositing 20 μl aliquots of the respective GO dispersions (100 μg ml^−1^) on the mica substrates and allowing them to adsorb for 2 min. Unbound structures were removed by gentle washing with 2 ml of MilliQ water and samples were left to dry at 37 °C. AFM images were acquired in air using a Multimode 8 atomic force microscope (Bruker, UK) in tapping mode, using an OTESPA tip (Bruker, UK) mounted on a tapping mode silicon cantilever with a typical resonant frequency of 300 kHz. Areas corresponding to 512 × 512 points were scanned at a rate of 1 Hz, using an integral gain of 1 and a proportional gain of 5; amplitude set point values were approximately constant across all measurements. The acquired height images were processed using the Nanoscope Analysis software (Version 1.4, Bruker, UK) in order to assess lateral dimensions and thickness of the GO samples. A drop of the original GO dispersions was placed onto a Tensor 27 FT-IR spectrometer (Bruker, UK) equipped with a 3000 Series High Stability Temperature Controller with RS232 Control (Specac, UK) and a MKII Golden Gate Single Reflection ATR system (Specac, UK) for measurements in ATR mode. The drop was allowed to dry on the plate for 5 min at 60 °C, until a dry powder remained. Transmittance spectra of GO were recorded by acquiring 32 scans between 700 and 4000 cm^−1^ with a resolution of 4 cm^−1^. Data processing was completed using OriginPro 8.5.1 software (Origin Lab, USA). For Raman spectroscopy, the samples were prepared for analysis by drop casting 20 μl of sample (100 μg ml^−1^) dispersion onto a glass slide. The samples were left to dry for at least 2 h at 37 °C. The spectra were collected using a DXR micro-Raman spectrometer (Thermo Scientific, UK) using a λ = 633 nm laser. The spectra were considered between 500 and 3400 cm^−1^, enabling visualization of the D and G bands. The spectra were collected at a laser power of 0.4 mW at a magnification lens of ×50with 25 s exposure time, and averaged over five different locations.

### Immune cell purification and cell culture maintenance

PBMCs were harvested from ethylenediamine tetraacetic acid (EDTA)-venous blood from informed healthy donors (25–50 years old) using a Ficoll-Paque (GE Healthcare, CA, USA) standard separation protocol. Informed signed consent was obtained from all the donors. The Ethics Committee of the University of Sassari reviewed and approved all the protocols performed. All the experiments were carried out in accordance with the approved guidelines. Jurkat and THP1 cell lines were supplied by the ATCC (American Type Culture Collection) and have been tested for mycoplasma contamination. Jurkat cells, THP1, and PBMCs were daily maintained in RPMI-1640 medium added with FBS 10% and 1% of penicillin/streptomycin solution. At least 1 × 10^6^ cells for sample in each experiment were used. All the experiments were performed in biological and technical triplicate.

### Flow cytometric strategies for graphene interaction analysis

To evaluate the cytotoxicity of GO and GONH_2_, PBMCs were incubated for 24 h at 37 °C with increasing doses of each nanomaterial (5, 25, and 50 µg ml^−1^). Ethanol was used as a positive control, while samples incubated with medium alone were used as negative controls. Apoptotic and necrotic cells were analyzed with: Annexin-V-FITC, PI, and 7AAD dye (Invitrogen, CA, USA).

To analyze the PBMCs activation after treatment with GO and GONH_2_, experiments were performed with an intermediate concentration of 50 µg ml^−1^. After 24 h of incubation, cells were stained to identify immune cell populations and immune activation markers. CD25 and CD69 (APC-conjugated anti-CD25, 2A3 clone; PE-conjugated anti-CD69, L78 clone; BD Bioscience, CA, USA) were used as activation markers. Concanavalin A (ConA, 10 μg ml^−1^) and lipopolysaccharides (LPS, 2 μg ml^−1^, Missouri, USA) were used as positive controls (Sigma-Aldrich, Missouri, USA). Staining was performed in the dark for 20 min. Cells were analyzed by flow cytometry (FACS Canto II, BD Bioscience, CA, USA).

### Graphene impact analysis using single-cell mass cytometry

Single-cell mass cytometry analysis was performed using purified PBMCs obtained as described above. PBMCs were seeded at a concentrations of 3 × 10^6^ cells per well (six multi-well plates) and treated with GO and GONH_2_ at the fixed concentration of 50 µg ml^−1^ for 24 h. After the incubation, cells were harvested and washed with phosphate-buffered saline (PBS). Before the staining, cells were incubated for 5 min with Cisplatin-194Pt to a final concentration of 1 µM. After the incubation, cells were washed with Maxpar Cell Staining Buffer using five times the volume of the starting cell suspension.

Cells were then stained using Maxpar Human Peripheral Blood Phenotyping and Human Intracellular Cytokine I Panel Kits (Fluidigm, CA, USA) following the manufacturer staining protocol for cell surface and cytoplasmic/secreted markers.

Briefly, cells were harvested and resuspended in 50 μl of Maxpar Cell Staining Buffer into 15 ml polystyrene tubes for each sample. The surface marker antibody cocktail (dilution of 1:100 for each antibody) was added to each tube (final volume 100 µl). Samples were mixed and incubated for 30 min at room temperature. After incubation, the samples were washed twice with Maxpar Cell Staining Buffer. Cells were then fixed by adding 1 ml of Maxpar Fix and Perm Buffer to each tube and incubated for 10 min. After incubation, cells were washed twice with Maxpar Fix and Perm Buffer and centrifuged for 5 min at 800×*g*. Cells were then suspended in 50 μl of Maxpar Fix and Perm Buffer and incubated as described above with cytoplasmic/secreted antibody cocktail (dilution of 1:100 for each antibody final volume 100 µl). After the incubation, cells were washed twice with Maxpar Cell Staining Buffer and incubated with Cell-ID Intercalator-Ir solution at the final concentration of 125 nM into Maxpar Fix and Perm Buffer for 5 min. Each sample was then washed twice with Maxpar Cell Staining Buffer and suspended with 2 ml of ultrapure water. Before the data acquisition, each sample was filtered into 5 ml round bottom polystyrene tubes with a 30 μm cell strainer cap to remove possible cell clusters or aggregates. Data were analyzed using mass cytometry platform CyTOF2 (Fluidigm Corporation, CA, USA).

### Hemolysis analysis

Hemolysis test was conducted following previously used protocols^53^. Fresh human whole blood was taken from volunteer healthy donors stabilized with 0.2% EDTA. Informed signed consent was obtained from all the donors. The study was reviewed and approved by the Ethics Committee of the University of Sassari. Serum was removed from blood samples by centrifugation at 200×*g* for 5 min. Resulting RBCs were washed five times with sterile isotonic PBS and then diluted 10× with 0.2% EDTA. The hemolytic activity of GO and GONH_2_ at different concentrations (5, 25, 50, 100 µg ml^−1^) was determined by the incubation of graphenes with the RBC suspension (0.2 ml, 4 × 10^8^ cells·per ml) in a final volume of 1 ml, completed with PBS. After vortexing, the mixtures were left at room temperature for 2 h, Intact RBCs were removed by centrifugation. A microplate reader (Sunrise, Tecan) measured the absorbance (*A*) of the hemoglobin in the supernatant at 570 nm, with the absorbance at 620 nm as a reference.

### Genomic and cytokines analysis of treated immune cells

Gene expression analysis was performed as previously described^23, 25^. Briefly, total mRNA from T-cell and monocyte cell lines treated with GO and GONH_2_ at the concentration of 50 µg ml^−1^, was extracted with TriZol Reagent (Invitrogen, CA, USA) and purified with the RNAeasy Mini Kit (Qiagen, CA, USA). RNA purity was assessed using the Bioanalyzer 2100 (Agilent). Samples with RIN (RNA Integrity Number) < 8 were discarded. About 1 μg of RNA was converted in cRNA and labeled using the Illumina totalPrep RNA Amplification Kit, (Ambion, CA, USA). Biotinylated cRNA was hybridized onto the Illumina HumanHT-12 v4 chip (Illumina, Inc., CA, USA). Probe intensity and gene expression data were generated using the Illumina GenomeStudio software V2011.1 (Gene Expression Module V1.9.0).

The cytokine analysis was performed with MILLIPLEX MAP plex Cytokine Kit (HCYTOMAG-60K, Millipore, MA, USA) (IL1β, TNFα, IL6, Rantes (CCL5)). Cell culture supernatants from PBMCs of at least three experiments were used for the analysis.

### Gene expression data confirmation using real-time PCR

Total RNA (1 µg) was purified as described above, and reverse transcribed using the superscript IV Reverse Transcription Kit (Invitrogen, CA, USA) following the manufacturer protocol. Real-time PCR reaction was performed on an Applied Biosystems 7300 thermal cycler following the Taqman gene expression assay protocol. Applied Biosystems real-time PCR master mix and the following premade Taqman probes were used: GAPDH Hs99999905_m1 and ACTB Hs99999903_m1 as housekeeping genes, IRF1 Hs00971966_g1, CCL3L3 Hs03407473_uh, CCL5 HS99999048_m1, and IL1B Hs01555410_m1. All experiments were performed in triplicate. Gene expression analysis was computed by the 2^ΔΔcT^ method.

### Gating strategy and statistical analysis methods applied

The analysis of CyTOF data was performed as previously described by Bendall et al.^48^ Briefly, normalized, background subtracted FCS files were imported into Cytobank for analysis. Cell events were gated excluding the cell debris, doublets, and dead cells using the Cell-ID Intercalator-Ir and CIS. We defined specific PBMC subsets and subpopulations as reported in Supplementary Fig. 13, in detail: T cells (CD45+ CD3+), T helper (CD45+ CD3+ CD4+), T cytotoxic (CD45+ CD3+ CD8+), T naive (CD45RA+ CD27+ CD38− HLADR−), T effector (CD45RA+ CD27− CD38− HLADR−), T memory (CD45RA− CD27+ CD38− HLADR−), and activated (CD38+ HLADR+), B cells (CD45+ CD19+), B naive (HLADR+ CD27−), B memory (HLADR+ CD27+), plasma B (HLADR− CD38+), NK cells (CD45+ CD3− CD19− CD20− CD14− HLADR− CD38+ CD16+), monocytes (CD45+ CD3− CD19− CD20− CD14+ HLADR+), mDC (CD45+ CD3− CD19− CD20− CD14− HLA− DR+ CD11c+ CD123−), and pDC (CD45+ CD3− CD19− CD20− CD14− HLADR+ CD11c− CD123+). The heat map visualization comparing marker fluorescence of the treated population with mean fluorescent intensity vs. the untreated control was performed with Cytobank. Singlets-gated FCS files were analyzed in Cytobank for spanning tree visualization and comparison. SPADE and viSNE tools were employed. viSNE is a cytometry analysis tool implemented in Cytobank that use t-stochastic neighbor embedding (t-SNE) representing individual cells in a two- or three-dimensional plot, based on their relationships. To construct the SPADE tree and the viSNE map, we used 11 cell surface markers listed as follow: CD3, CD4, CD8a, CD19, CD14, CD16, CD11c, CD123, CD45RA, CD27, and HLADR. Statistical analyses confirming the robustness of the SPADE data (as reported in Supplementary Table 1) were performed using a two-way analysis of variance (ANOVA) and Tukey’s multiple comparison test of every algorithm run performed.

Data analysis for flow cytometry data were performed using FACS Diva software (BD Bioscience CA, USA) and FlowJo (LLC, Oregon, USA). Statistical analyses were performed using a two tale Student’s *t*-test and one-way ANOVA test. Data with a *P*-value < 0.05 were considered statistically significant. Data are presented as mean ± SD. Multiplex ELISA tests on isolated human primary PMBCs were performed in samples from at least three different donors. Whole-genome expression measurements, and analysis, were performed as previously described^23^. Briefly, whole-genome expression data were extracted and normalized using the Illumina GenomeStudio software V2011.1 (Gene Expression Module V1.9.0). The quality control analysis of the beadchips was performed with the same software. Statistical analysis, visualization of gene expression data, and analysis with GOd were performed using BRBArrayTools (http://linus.nci.nih.gov/BRB-ArrayTools.html). All the genes differentially expressed among the two classes were identified by using a multivariate permutation test with 80% confidence and a false discoveries rates < 5%. Finally, to visualize the expression levels of identified genes for GO and GONH_2_ in relevant pathway charts, we used IPA (Qiagen, CA, USA).

### Data availability

The gene expression data sets generated and analyzed during the current study are available in Gene Expression Omnibus (GEO) database (#GSE99929) and as supplementary data set files. Single-cell mass cytometry data and all the other data supporting the findings of this study are available within this article (and its Supplementary Information file), and from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Peer Review File

# Supplementary material for: Single-cell mass cytometry and transcriptome profiling reveal the impact of graphene on human immune cells
**Source:** Nat Commun. 2017 Oct 24;8:1109. doi: 10.1038/s41467-017-01015-3
**Supplement:** Supplementary file 1 — Supplementary Information

Description of Supplementary Files

File Name: Supplementary Information

Description: Supplementary Figures and Supplementary Table

File Name: Supplementary Data 1

Description: List of genes differently expressed among the classes passing the cut-off value in T cells. The genes are tabulated along with parametric p-value, FDR, the geometric mean of intensities, fold change and links to major annotation sources.

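For T cells the supplement gives geometric means of intensity per class, and genes such as IFIT1 and OAS2 appear with a fold change of treated over control. In the sheet for GONH2, of 1163 genes, the class means equalled those of no group of arrays in more than 0.516% of genes (within 0.005 log2). The sheet's fold change equalled the ratio of its own means in 13.4% of genes, and the ratio pointed the opposite way to the fold change in 566 genes, 48.7%. In the sheet for GO this equality held in 100%. By sign, the GONH2 sheet's fold changes matched those of GONH2 in T cells from the arrays in 87.9% of 1157 genes, 61 of them called, and those of GO in T cells in 88.1%, 656 of them called. By the ratio of the sheet's means these shares were 51.4% and 51.3%, and its treated means ran with those of no group of arrays (r from -0.0298 to 0.0287 across genes). The GO sheet matched the arrays of GO in T cells in 100% of the genes at hand, the first 1996 of 4509, of which 1995 were called.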

File Name: Supplementary Data 2

Description: List of genes differently expressed among the classes passing the cut-off value in Monocytes. The genes are Pag. 5 di 5 tabulated along with parametric p-value, FDR, the geometric mean of intensities, fold change and links to major annotation sources.

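For monocytes the supplement's fold changes, for genes such as ORM1 and CCL20, equal the ratio of its class means in 100% of genes in both sheets. In the GO sheet, of which the first 1996 of 3528 genes were at hand, the sign matched the arrays labelled GONH2 in 100%, with 1856 called, and the arrays labelled GO in 55.2%, with 166 called. In the GONH2 sheet, of 977 genes, the control means equalled the arrays in 100%, and the treated means equalled the arrays labelled GO in 0.512% and no group in more than 0.921%. Its sign matched the arrays labelled GO in 68.5% of 968 genes, 171 of them called, and the arrays labelled GONH2 in 83.8%, 473 of them called. The same sheet matched GO in T cells in 75.9%, 405 of them called, and GONH2 in T cells in 55.9%, 20 of them called. The paper's RT-qPCR finds IRF1, CCL3L3, IL1B and CCL5 raised only after GONH2. The arrays labelled GO raised CCL3L3 and CCL5, those labelled GONH2 raised IRF1, and IL1B passed in neither, which does not settle the labels.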

File Name: Supplementary Data 3

Description: List of the different gene sets identified in T cell, performing the gene set comparison tool in BRB Array-Tools as a scoring test to assign the functional category definitions according to the Gene Ontology Database.

File Name: Supplementary Data 4

Description: List of the different gene sets identified in Monocytes, performing the gene set comparison tool in BRB ArrayTools as a scoring test to assign the functional category definitions according to the Gene Ontology Database.

File Name: Peer Review File

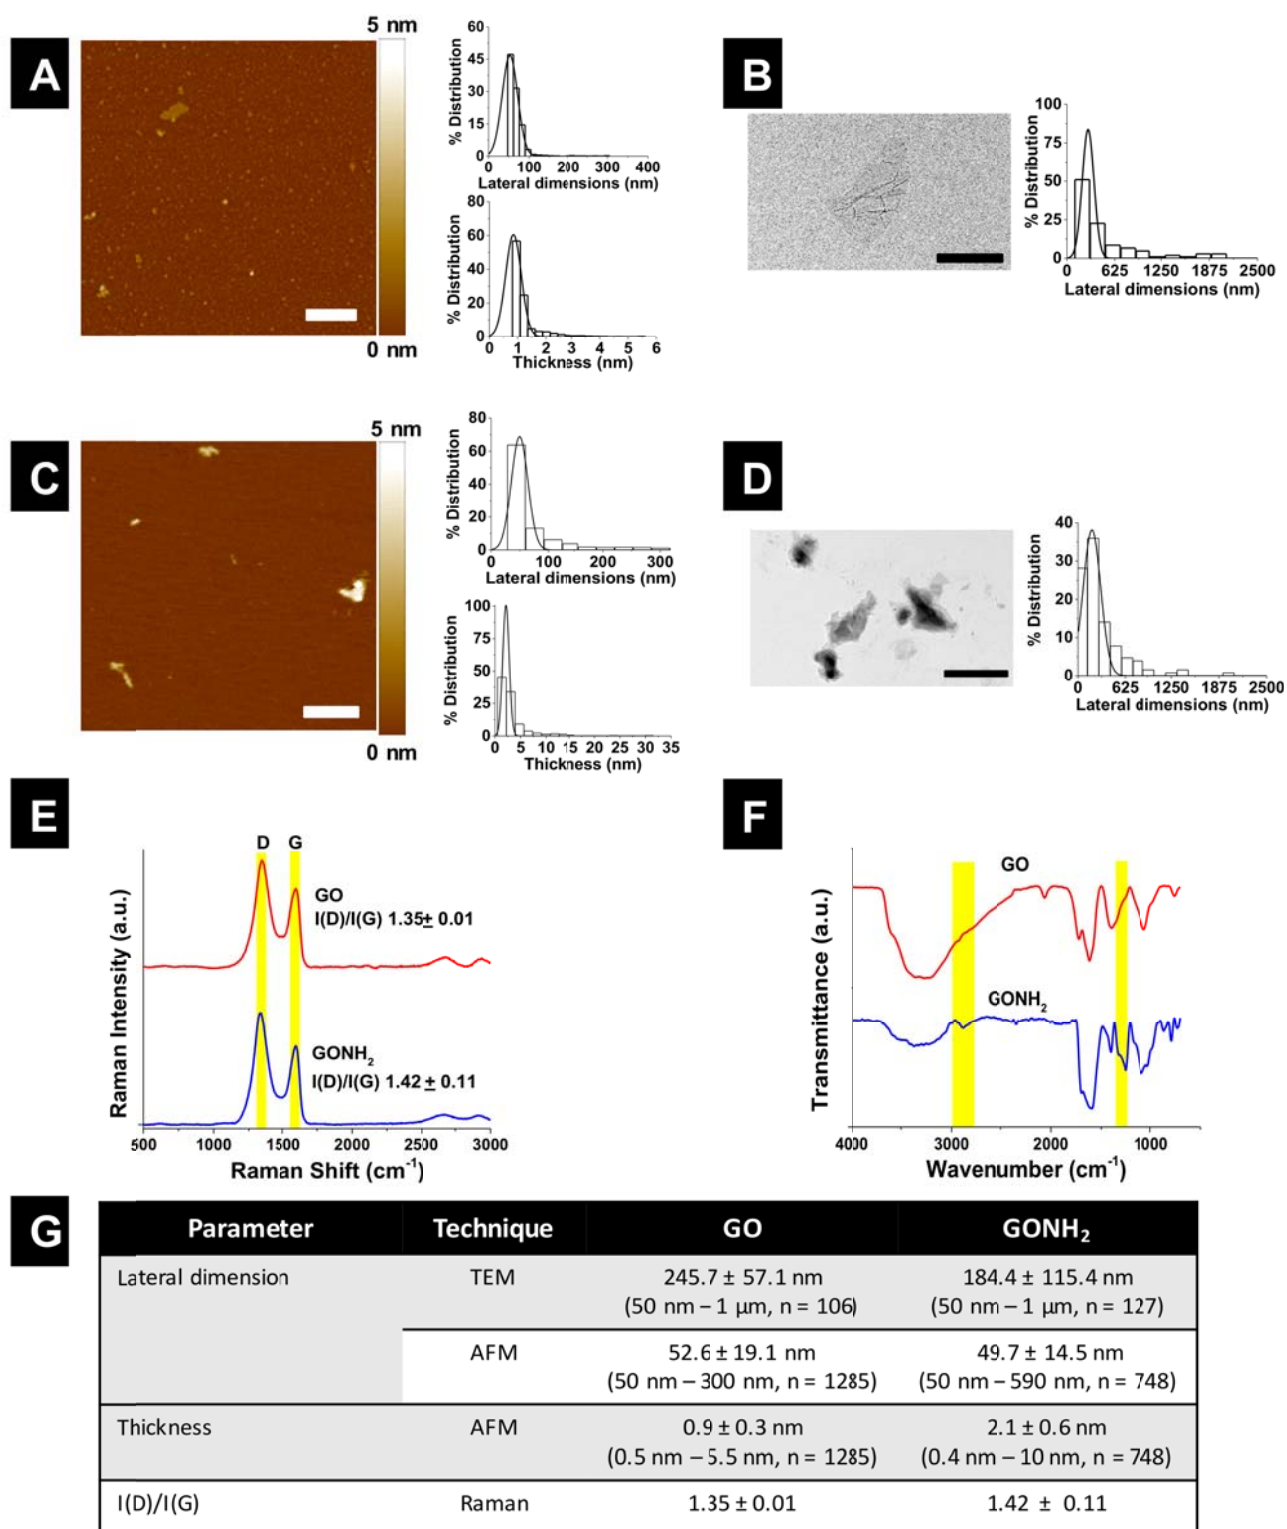

Supplementary Figure 1. Physicochemical characterization of GO and GONH₂. GO structural characterization using **A**) AFM, followed by lateral dimension and thickness distributions (Scale Barr =500nm); **B**) TEM with lateral dimension distribution (Scale Barr =500nm). GONH₂ characterization using **C**) AFM, followed by lateral dimension and thickness distributions (Scale Barr =500nm); **D**) TEM micrograph with lateral dimension distribution (Scale Barr =500nm). **E**) Raman spectra of GO (red) and GONH₂ (blue). **F**) FT-IR spectra of GO (red) and GONH₂ (blue). **G**) Summary of the characterization. Data are presented as mean ± SD. Microscopy data are accompanied by the range and number of particles analyzed.

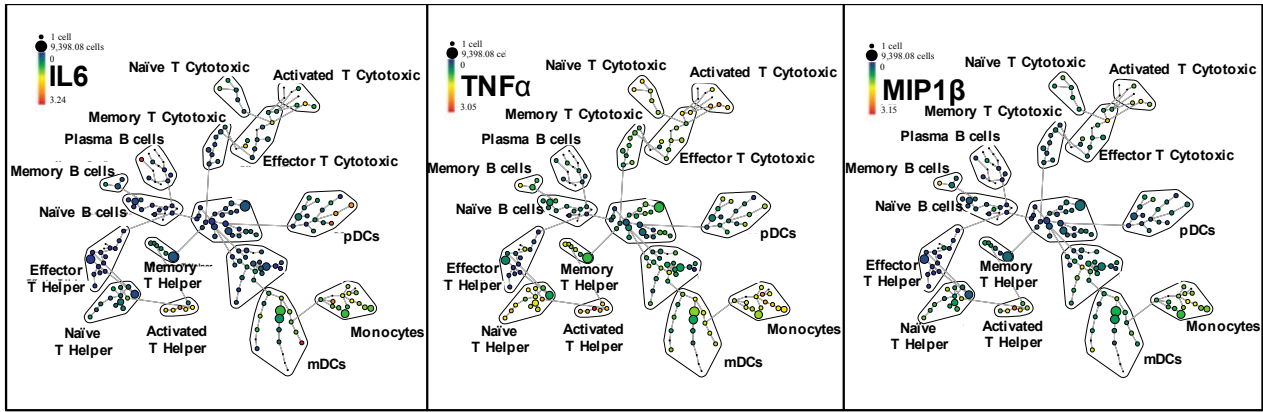

Supplementary Figure 2. Summary of SPADE analysis. SPADE tree plots of untreated samples (CTRL) for significantly expressed cytokines (IL6, TNF α and MIP1 β).

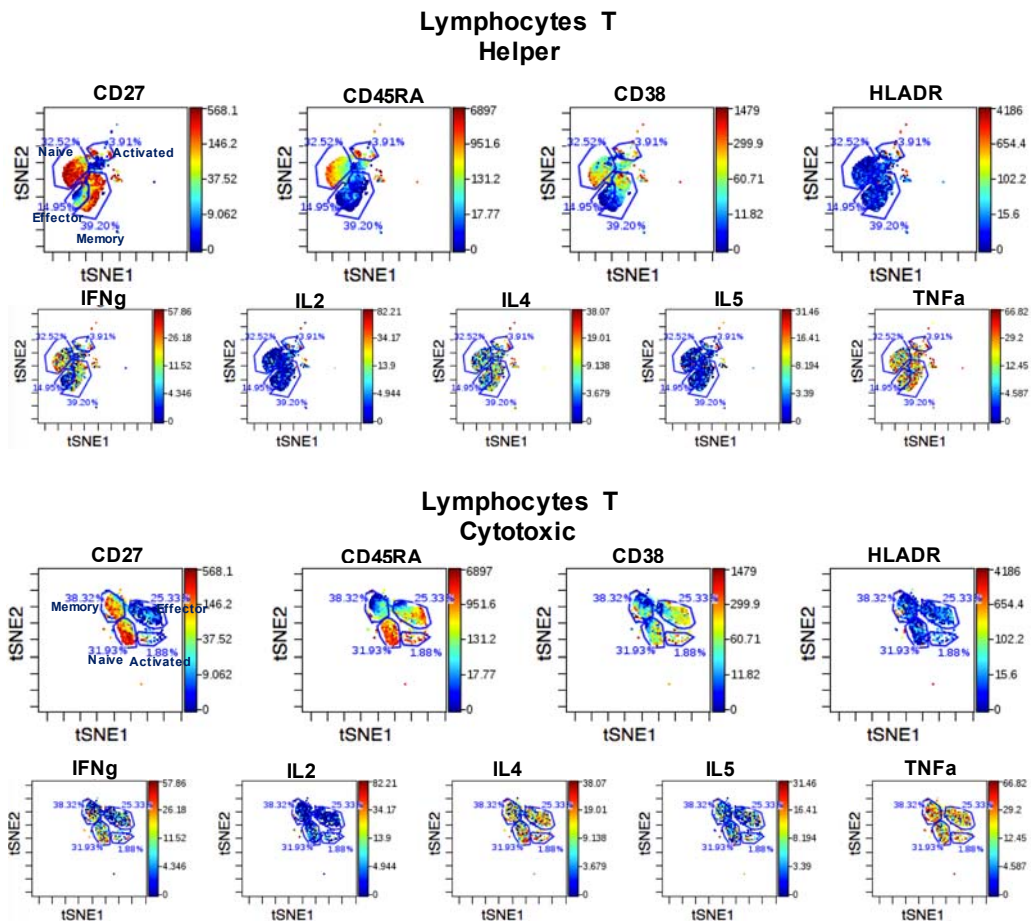

Supplementary Figure 3. Single-cell characterization on gated T lymphocyte subpopulations in GO treated samples (viSNE analysis). Plots show the use of viSNE to obtain a comprehensive single cell view and to distinguish the T cell subpopulations in the GO treated cells. Plots show expression of 9 proteins including cytokines.

Lymphocytes T Helper

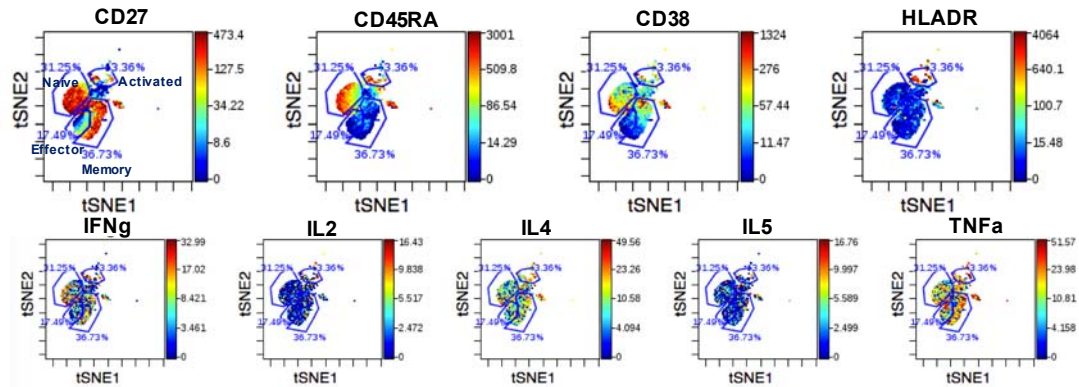

Lymphocytes T Cytotoxic

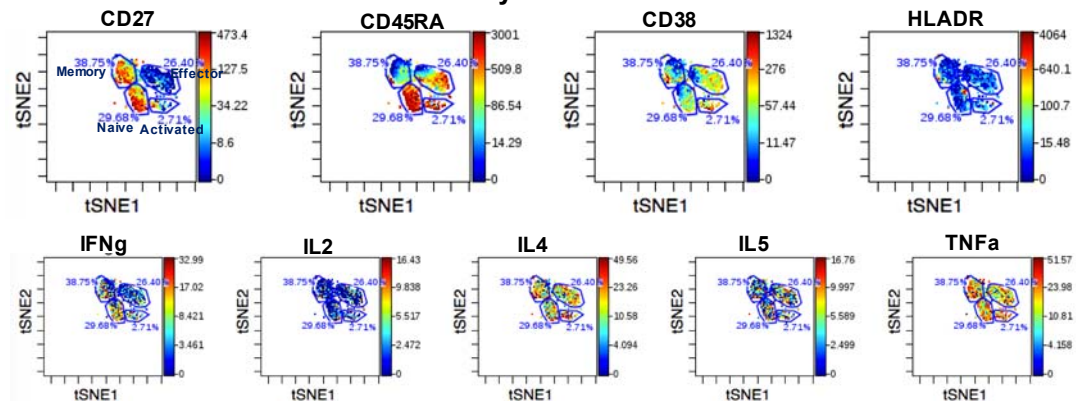

Supplementary Figure 4. Single-cell characterization of gated T lymphocyte subpopulations in GONH₂ treated samples (viSNE analysis). Plots show the use of viSNE to obtain a comprehensive single cell view and to distinguish the T cell subpopulations in the GONH₂ treated cells. Plots show expression of 9 proteins including cytokines.

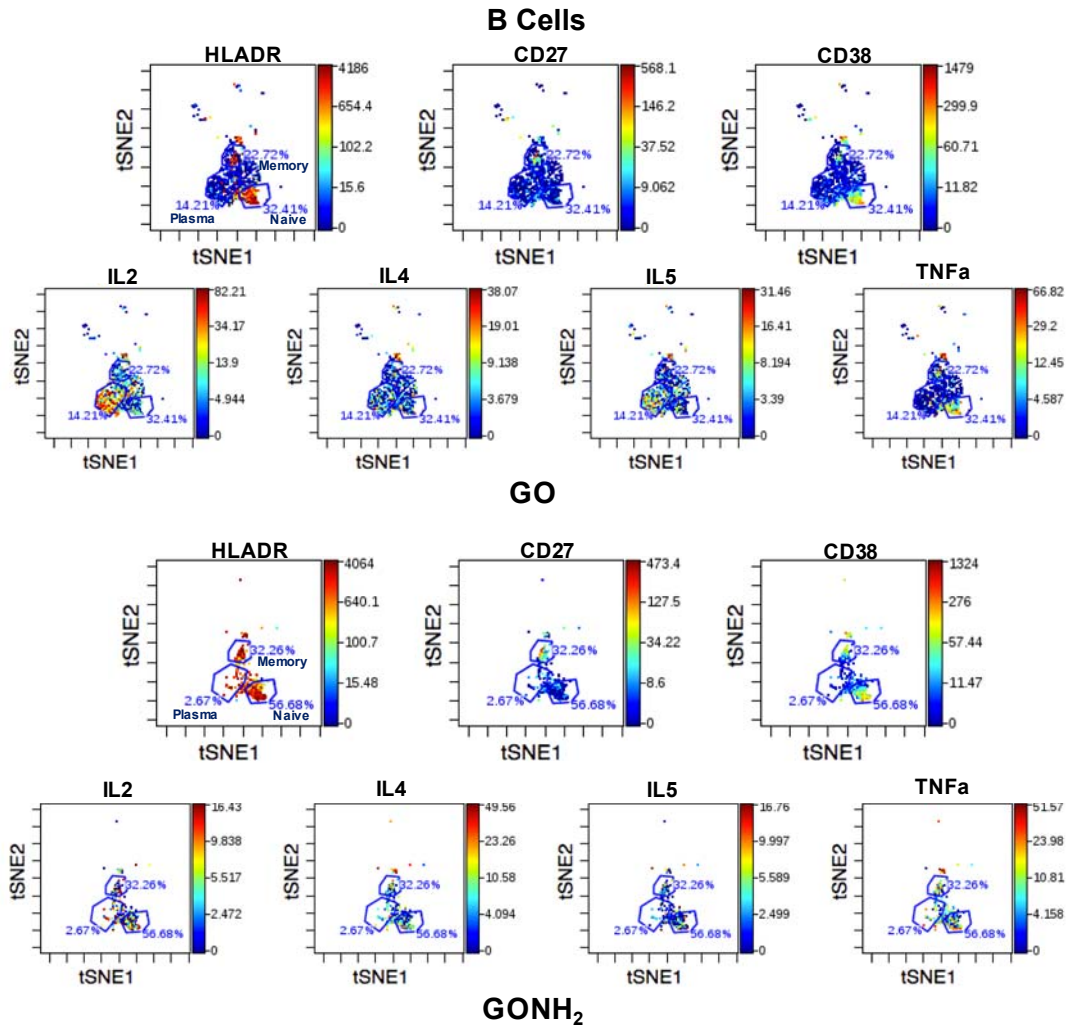

Supplementary Figure 5. Single-cell characterization of GO and GONH₂ on gated B cells (viSNE analysis). Plots show the use of viSNE to obtain a comprehensive single-cell view and to distinguish the B cell subpopulations in the GO and GONH₂ treated cells. Plots show expression of the 7 proteins used to distinguish the single population including cytokines.

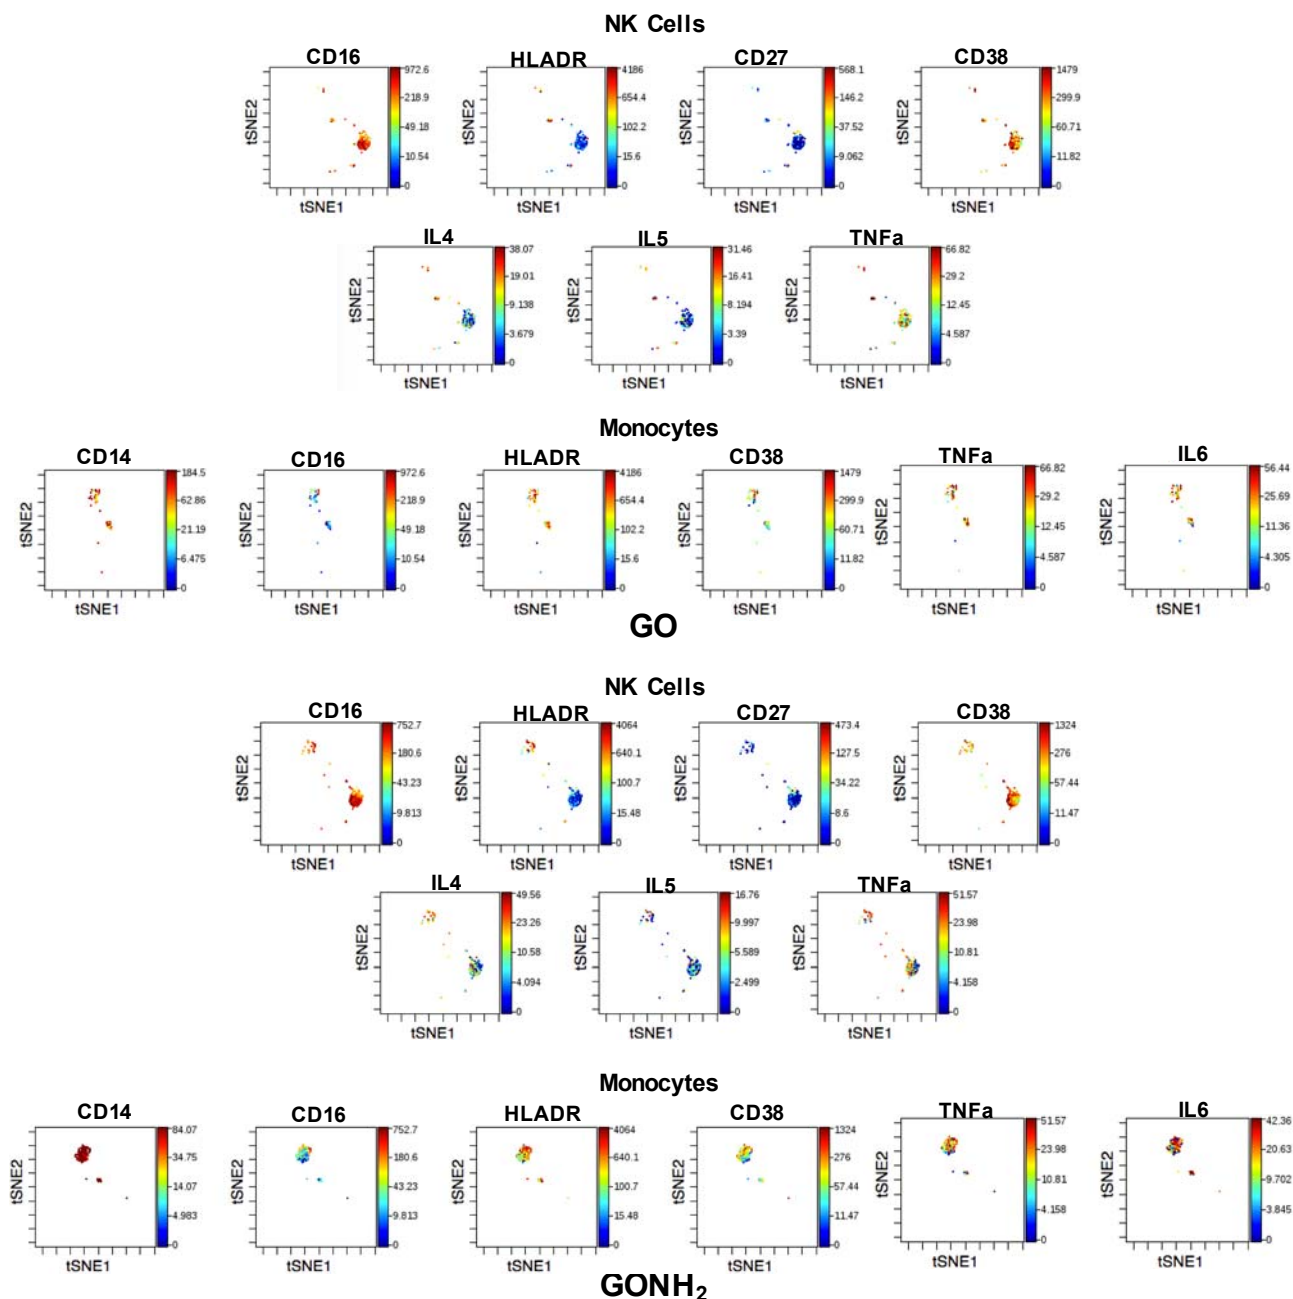

Supplementary Figure 6. Single-cell characterization of gated NK cells and monocytes in GO and GONH₂ treated samples (viSNE analysis). Plots show the use of viSNE to obtain a comprehensive single-cell view and to distinguish the NK cells and monocytes in GO and GONH₂ treated cells. Plots show expression of 9 proteins including cytokines for NK cells and 6 for monocytes.

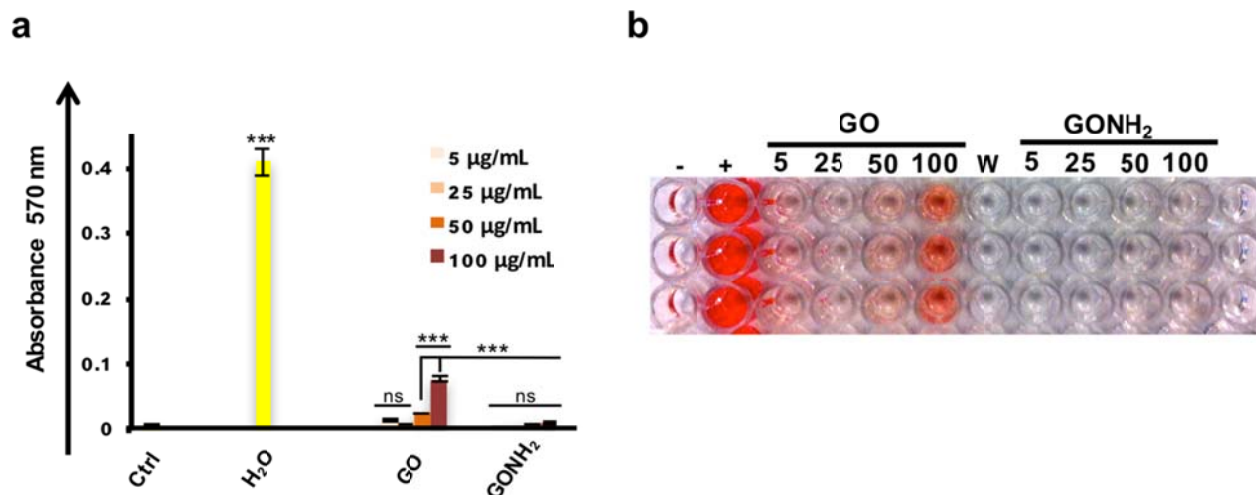

Supplementary Figure 7. Hemolysis analysis. GO and GONH₂ were incubated (at increasing concentrations: 5, 25, 50, 100 µg·mL⁻¹) with red blood cells (RBCs) at 25°C for 2 h. **a)** Sample absorbance measured at 570 nm. **b)** Pictures of human RBCs treated with the different GOs. The red color of the solution is due to the release of hemoglobin from the damaged RBCs. PBS mixed with RBCs (-) and ultrapure water mixed with RBCs (+) served as negative and positive control, respectively. PBS alone was used as additional control (W). The experiments were performed in triplicate (***= P value <0.0001, ns= P value >0.05 Statistical analysis performed by two-way ANOVA and Tukey's multiple comparison test. Where not specified the P value is intended vs. Ctrl).

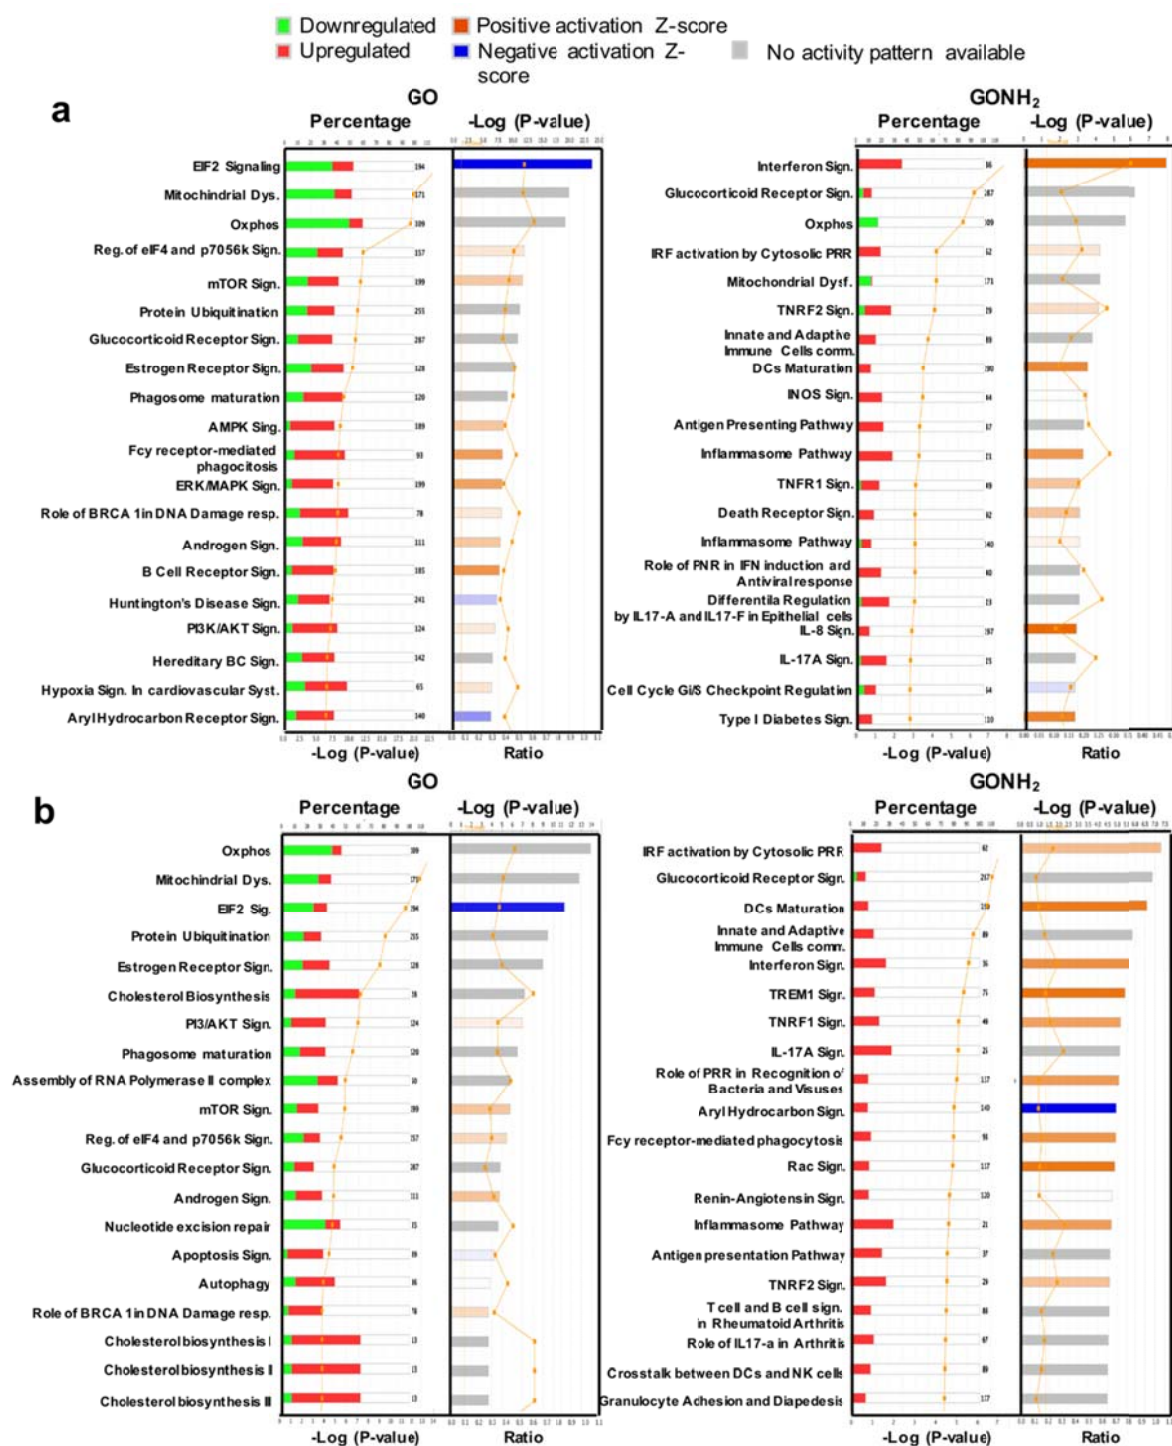

Supplementary Figure 8. Ingenuity pathways analysis. Top 20 canonical pathways and Z-score ranking according to significance level [Fisher exact test $-\log(p\text{-value})$] modulated by GO and GONH₂ in **a)** T-cells and **b)** monocytes identified using IPA software.

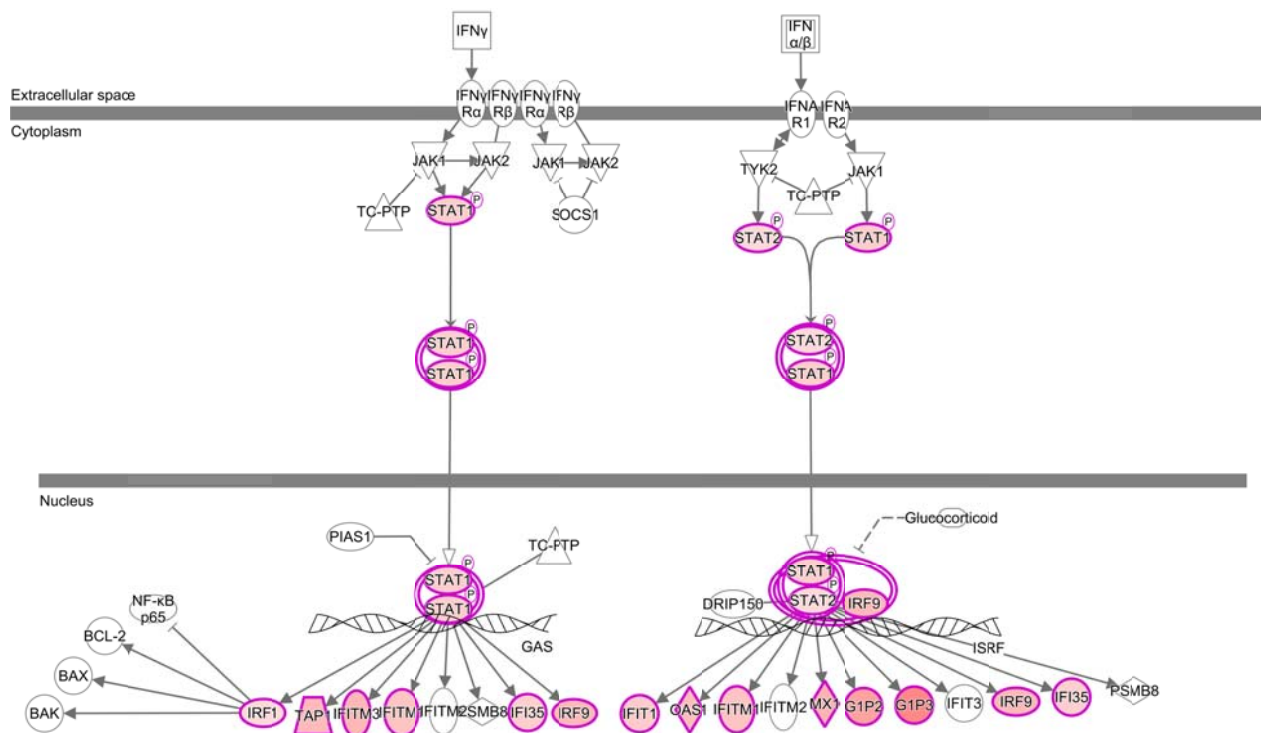

Supplementary Figure 11. Significant canonical pathways. IFN signaling pathway in T-cells after treatment with GONH₂ (refer to Supplementary Figure 10 legend).

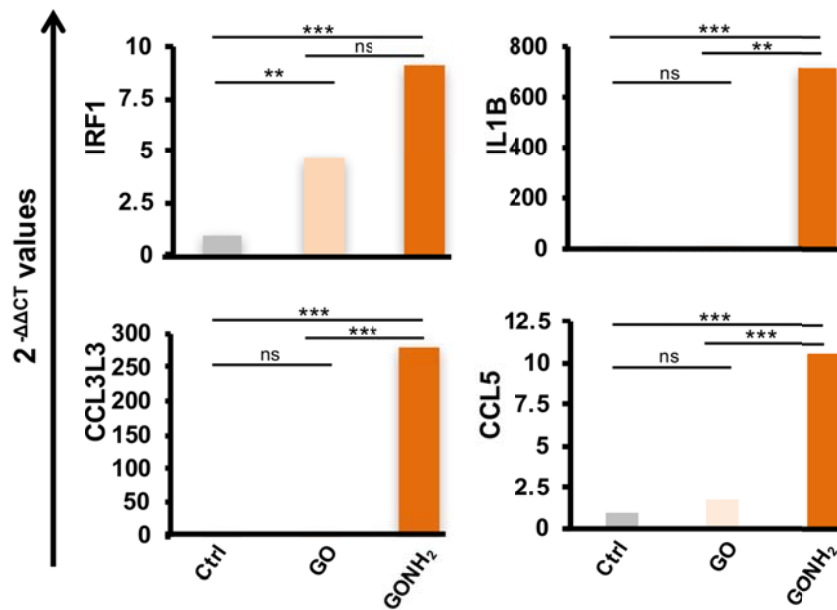

Supplementary Figure 12. Microarray data validation in monocytes cell line. mRNA levels were measured in triplicate by quantitative real-time PCR. Histograms show residual mRNA level expressed as $2^{-\Delta\Delta CT}$ that gives the measure of fold changes between GO and GONH₂ and controls (always expressed as 1) (**= P value < 0.001, ***= P value < 0.0004 Statistical analysis performed by one-way ANOVA test with Bonferroni correction).

	GO	GONH ₂	Tukey's multiple comparisons test	GO		GONH ₂		
CTL	Events			Mean Diff	95% CI of diff	Mean Diff	95% CI of diff	Significance for Apha 0.05
Run 1	8574	23846	Run 1 vs.Run 2	132	-23760 to 24024	-5343	-15392 to 4706	ns
Run 2	8442	29189	Run 1 vs. Run 3	31	-23861 to 23923	-3020	-13069 to 7029	ns
Run 3	8543	26866	Run 2 vs. Run 3	-101	-23993 to 23791	2323	-7726 to 12372	ns
Th	Events			Mean Diff	95% CI of diff	Mean Diff	95% CI of diff	Significance for Apha 0.05
Run 1	38559	49255	Run 1 vs.Run 2	21460	-2432 to 45352	3475	-6574 to 13524	ns
Run 2	17099	45780	Run 1 vs. Run 3	18090	-5802 to 41982	2845	-7204 to 12894	ns
Run 3	20469	46410	Run 2 vs. Run 3	-3370	-27262 to 20522	-630	-10679 to 9419	ns
Monocytes	Events			Mean Diff	95% CI of diff	Mean Diff	95% CI of diff	Significance for Apha 0.05
Run 1	139	320	Run 1 vs.Run 2	9	-23883 to 23901	-5	-10054 to 10044	ns
Run 2	130	325	Run 1 vs. Run 3	-54	-23946 to 23838	-6	-10055 to 10043	ns
Run 3	193	326	Run 2 vs. Run 3	-33	-23955 to 23829	-1	-10050 to 10048	ns
B Cells	Events			Mean Diff	95% CI of diff	Mean Diff	95% CI of diff	Significance for Apha 0.05
Run 1	371916	22486	Run 1 vs.Run 2	-13866	-37758 to 10026	-3179	-13228 to 6870	ns
Run 2	385782	25665	Run 1 vs. Run 3	1832	-22860 to 24924	-738	-10787 to 9311	ns
Run 3	370884	23224	Run 2 vs. Run 3	14898	-8994 to 38790	2441	-7608 to 12490	ns
NK Cells	Events			Mean Diff	95% CI of diff	Mean Diff	95% CI of diff	Significance for Apha 0.05
Run 1	6560	17557	Run 1 vs.Run 2	-389	-24281 to 23503	-197	-10246 to 9852	ns
Run 2	6949	17754	Run 1 vs. Run 3	1187	-22705 to 25079	5892	-4157 to 15941	ns
Run 3	5373	11665	Run 2 vs. Run 3	1576	-22316 to 25468	6089	-3960 to 16138	ns
DCs	Events			Mean Diff	95% CI of diff	Mean Diff	95% CI of diff	Significance for Apha 0.05
Run 1	7574	6661	Run 1 vs.Run 2	2434	-21458 to 26326	1530	-8519 to 11579	ns
Run 2	5140	5131	Run 1 vs. Run 3	-733	-24625 to 23159	-4313	-14362 to 5736	ns
Run 3	8307	10974	Run 2 vs. Run 3	-3167	-27059 to 20725	-5843	-15892 to 4206	ns

Supplementary Table 1. SPADE robustness evaluation among three independent runs. SPADE analysis were run three times with GO and GONH₂ samples. The number of major cell population events are reported. Statistical analyses confirming the robustness of the SPADE data were performed using a two-way ANOVA and Tukey's multiple comparison test of every algorithm run.

How the deposited data were processed for this re-analysis (not part of the article)

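Expression was measured on 18 Illumina HumanHT-12 v4 arrays, 3 for each of 6 groups: Jurkat T cells and THP1 monocytes, each untreated, treated with GO or treated with GONH2. The doses were 0 and 50 µg/ml and the time point was 24 h. Groups were taken from the labels of the samples. The replicates of a group share a number with those of other groups. The paper states biological and technical triplicates for all experiments, and the samples are named as biological replicates. The p-values set each difference against the spread between the 3 arrays within a group, moderated across probes, and were then adjusted over all tested probes.

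The intensities of the first table, as deposited, are the probe signals that the authors obtained with GenomeStudio V2011.1 and its Module V1.9.0. They are linear and neither normalized between arrays nor corrected for background as far as the values show, with medians that differ between arrays. The detection p-value of each probe and array, as deposited by the authors, comes from the same software and compares a probe with negative controls, in 769 equal steps. The intensities of the second table, as deposited, had been normalized by the authors. Their methods do not name the kind of normalization, and the values have nearly the same distribution on every array, with medians near 128 and ranks that correlate at 1 with those of the first table. The lowest value is 91.5 on 15 arrays and 93.0 on 3. Both tables are on the linear scale.

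The signals of the first table were corrected for background with limma 3.58.1 in R 4.3.3 (neqc, which infers the background from the detection p-values), with an offset of 16, quantile normalization over the 18 arrays and log2 transformation. Probes with a detection p under 0.01 on at least 3 arrays were kept, 19455 of 47217. Of the 47217 probes, 30106 carried 1 symbol, 8 several and 17103 none, and 30067 were matched to the reference by gene ID. The tested probes with 1 symbol, 14901, stood for 11130 genes, each represented by the probe with the highest mean over the 18 arrays. Between 15761 and 17809 probes per array were detected, 13142 probes on all 18 arrays and 23648 on none. Median signals ran from 103 to 150. Arrays of a group correlated at 0.987 or more. The number of arrays, 3 per group, limits the precision.

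Each treatment was compared with the control of its line, GONH2 was compared with GO within each line, and the responses of the lines were compared by an interaction term. Each 2-group fit used the 6 arrays compared and limma's moderated test. Transcripts were called at a p under 0.001 and an adjusted p under 0.05 (Benjamini-Hochberg over all tested probes), the thresholds of the paper. Of 37 gene lists with 1228 members, 36 had at least 2 tested genes and were tested with camera (preset correlation 0.01, and again with an estimated correlation), with adjustment over the 36 lists and 4 comparisons. Errors of log2 fold changes are the standard errors of the fit. For a called gene not detected on any array of 1 of the groups compared, the fold change is given as a lower bound.

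The gene lists, comparisons, thresholds, alternatives and the rule for named genes were fixed before the data were examined. The rule takes every gene the paper names for the arrays, the RT-qPCR and Fig. 6e. It adds the 8 largest rises and falls of each comparison among called genes whose groups do not overlap, and up to 4 called members of each list. The 5 largest differences in each direction between GONH2 and GO, and between the lines, complete it. The values of many genes in Supplementary Data 1 and 2 had been seen when the rule was written. CD3D, CD247, LAT, LEF1, BCL11B, SH2D1A, ELANE, CEBPA, SPI1 and LYZ were named from the marker lists after their values had been seen. ATP5F1D, NDUFV1 and UQCRC1, of the oxidative phosphorylation list, lie outside the rule as well. The lists of Fig. 6e were chosen by the study on these samples.

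The alternatives were the authors' normalized values, no background correction, an offset of 50, median scaling, cyclic loess and separate normalization of each line. Others were no filter, detection on all arrays, a filter on variability, fits of 9 or 18 arrays, a replicate block, limma-trend, the random variance test named in the paper's Results, an adjusted p alone, an added 2-fold change, the mean of a gene's probes and leaving out each array. An exchange of the monocyte labels was added after the study's tables had been compared. The multivariate permutation test named in the paper's Methods was not run here. A correction for transcript length and GC content was not run, since the reference holds no transcript sequences. Gene spans were taken from the annotation of GRCh38.p14 for 11124 of the 11130 genes.

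The calling was tested on simulated data with the same spread. With 200 changed probes among 19455, a log2 change of 0.5 was recovered in 7.46% to 22.4% of probes over the 6 comparisons of groups, a change of 1 in 86.6% to 97.0% and a change of 2 in 100%. Between 4 and 15 unchanged probes were called. For the interaction terms a change of 1 was recovered in 59.7%. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3).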

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

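The tests of the study's tables and the monocyte labels, of RNA from the monocyte samples, of a cell line other than T cells, of a lower signal of the arrays, and of a fall of ribosomal and respiratory chain genes alone were chosen after the result was seen. The lines differed in their response to GO in 4761 transcripts by a test of the difference itself, and to GONH2 in 3615. Of 100 splits drawn for each, 1, the real one, gave a count as large, and the highest of the other splits were 2582 and 2899. Splits of the arrays do not model equal responses of the lines, so they cannot exclude chance for a difference between the lines. Under median scaling the counts were 2504 and 2172, and with the monocyte labels exchanged (a setting chosen after the result was seen), 111 and 1072.

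For GO, by the arrays' labels and as monocytes minus T cells on the log2 scale, the largest positive differences were those of ATP5F1E (3.64), SNORD3D (3.45), ID1 (3.35), SUMO1P1 (3.27) and SNHG9 (3.17). The largest negative ones were those of MMP9 (-2.99), MYL9 (-2.59), NFIX (-2.52), THBD (-2.40) and CCNF (-2.39). For GONH2, TRIB1 (2.26), MYO1G (2.24), ZNF296 (2.01), PRKD2 (2.00) and SORBS3 (1.93) had the largest positive differences. IFI27 (-4.02), ORM1 (-3.26), IFI6 (-3.14), CD1D (-3.01) and RBIS (-3.00) had the largest negative ones. IFI27 and CD1D were not detected on monocyte arrays labelled GONH2, so their values rest on signals near the background.

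Among genes the paper does not discuss, ID1 (-4.42) and SNHG9 (-3.39) fell after GO in T cells. ORM1 fell on monocyte arrays labelled GO (-3.14) and labelled GONH2 (-3.34), and AKR1C2 rose on those labelled GO (3.04). Among lists the paper does not discuss, glycolysis (median 0.66) and cholesterol synthesis (median 0.46) rose after GO in T cells, with medians of 0.14 and 0.09 under median scaling. On monocyte arrays labelled GO, the metallothionein list (median 0.41) rose, and so did the unfolded protein and ATF4 list (median 0.31, and -0.02 under median scaling). Myeloid markers fell there (median -0.47). Each of these 5 list calls was lost with an estimated correlation, those of glycolysis and cholesterol synthesis also under median scaling, and those of cholesterol synthesis, the unfolded protein and ATF4 list and myeloid markers also with the variability filter.

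The control arrays labelled T cells carried 18 of 26 myeloid markers on all 3 arrays, at a median of 53.9% of the level of control monocytes. RNA from the monocyte samples would bring all of their abundant transcripts in 1 share, but 10 of 2073 abundant genes lay below 0.5 of that share with arrays that do not overlap, ORM1 at 1.81%, CD93 at 2.76% and PRG2 at 5.24%, which argues against it. A cell line other than T cells would carry few T-cell markers, and 6 of 25 were detected on all 3 controls, so it stays open as a candidate explanation. CD3D and CD247, which belong to the T-cell receptor complex, were among these 6 and are values that a line with T-cell features would give too. All arrays labelled T cells come from 1 line, and no biological explanation was tested.

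The study's means for monocytes treated with GO equalled those of the arrays labelled GONH2 in 100% of the 1996 genes at hand, which is consistent with these arrays holding the GO-treated monocytes of the study. A swap of both labels would also bring the study's GONH2 means to the arrays labelled GO, and 0.512% of 977 genes did so. This decides nothing, since the study's GONH2 means for T cells equal those of no group of arrays either (at most 0.516%), and a swap cannot be told apart from other sources of the conflict. By sign, the study's GONH2 folds for monocytes matched the arrays labelled GONH2 in 83.8% of 968 genes and those labelled GO in 68.5%. They also matched GO in T cells in 75.9%, against 55.9% for GONH2 in T cells. Since they run with GO in T cells too, this match cannot decide on the labels. The study's GONH2 folds for T cells matched GONH2 and GO in T cells about equally (87.9% and 88.1%). The fold changes of GO in T cells ran with those of the arrays labelled GONH2 (r = 0.854 across transcripts). The paper's RT-qPCR has IRF1, CCL3L3, IL1B and CCL5 raised only after GONH2, while CCL3L3 (1.37) and CCL5 (0.64) rose on arrays labelled GO and IRF1 (0.76) on arrays labelled GONH2. IRF1 was nearly as high on arrays labelled GO (0.63, adjusted p = 0.0227, not passing), and its call was lost without 5 of the single arrays. This does not settle the labels, and which material the monocytes of each group received stays open.

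Transcripts of T cells with GO and of the monocyte arrays labelled GONH2 shifted alike, with genes of the ribosomes and of oxidative phosphorylation lowered in both. A technical gradient between arrays of the same group would run through the 12 other arrays. Their deviations from their group means had a median absolute correlation of 0.0438 with the shared change, which argues against such a gradient. A technical effect common to all arrays of a treated group would leave no trace in these deviations, so they cannot decide on it. Quantile normalization would not leave a correlation of at least 0.851 under every scaling. All 6 arrays had a lower median signal, and a lower signal at the limit of the brightest 5% of probes, than every control of their line, as weak arrays would, while 2 of the 6 had fewer detected probes than every control. Within the other groups the signal varied as widely (by up to 0.636 log2 at that limit, against drops of 0.503 and 0.502). By its trend there, the drop would carry a share of -0.00321 of the shared change (SE 0.0164), which argues against a lower signal by itself as the cause. This trend was also taken within groups, so a technical effect common to a whole treated group stays open. Genes with a span under 1500 bases lay below all genes (-0.552 in T cells, bootstrap SD 0.0602, and -0.381 in monocytes, SD 0.0494). Only 7 of the short genes belong to the ribosomal and respiratory lists, so leaving these out could hardly change the difference (-0.538, SD 0.0476, and -0.377, SD 0.0477). Short genes outside the lists thus lay lower too, which argues against a fall of ribosomal and respiratory chain genes alone. Since the short genes are nearly all other genes than the listed ones, they do not tell why the listed genes fell. Of the 352 short genes 114 encode snoRNAs, and among the 108 coding genes outside the lists the differences were smaller, -0.406 (SD 0.127) and -0.283 (SD 0.0691). A loss of short transcripts may account for part of the shift in T cells; in the monocytes, where the difference lies between the bounds set for the test, it cannot be told apart from a response to the material, which stays open and untested in both lines.

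In each comparison of 3 arrays with 3, 10 splits are too few for a share under 0.05. For counts of transcripts, 1 split, the real one, gave a count as large in each of the 6 comparisons, with 0 in the highest other: 4890 for GO, 158 for GONH2 and 4689 between GONH2 and GO in T cells, and 1543, 3866 and 5440 in monocytes. For gene lists, the real and the highest other counts were 13 and 10 for GO in T cells, 8 and 5 for monocyte arrays labelled GO, and 12 and 9 for those labelled GONH2. For GONH2 in T cells they were 5 and 6, and 2 splits gave a count as large. The other splits mix treated and control arrays in unequal numbers. Part of a treatment effect stays in them, so their list counts give no level expected by chance.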

How the results depend on the processing

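The exchange of the monocyte labels was chosen after the result was seen, and the other alternatives were not. GO in T cells lowered the lists of the cytosolic ribosome, the mitochondrial ribosome and oxidative phosphorylation under every setting but the estimated correlation, with medians from -1.48 to -0.78, -1.25 to -0.54 and -1.98 to -0.70. GONH2 in T cells raised the type I interferon list under the same settings, with medians from 0.16 to 0.42. Counts given in order are those for GO in T cells, GONH2 in T cells, GO in monocytes and GONH2 in monocytes by the labels, unless named. With the estimated correlation between genes, 0 lists passed by camera in each of the 4 comparisons; the cause was not tested.

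With the authors' values, GONH2 in T cells changed 928 transcripts and GO in monocytes 2963, 1541 were changed by GO and 338 by GONH2 in both lines, 528 by both materials in T cells and 1181 in monocytes, the T-cell ratio was 0.138, and 8 lists passed for GONH2 in T cells. Without background correction these values were 909, 2945, 1531, 331, 516, 1176, 0.135 and 8, and with limma-trend 848, 2831, 1416, 299, 466, 1086, 0.129 and 8. With an offset of 50 the first 7 were 571, 2477, 1069, 148, 256, 898 and 0.0918. Median scaling gave 46 transcripts for GONH2 in T cells, 2504 and 2172 that differed between the lines after GO and GONH2, 13 changed by GONH2 in both lines, 15 by both materials in T cells, a T-cell ratio of 0.0124 and 14 lists for GO in monocytes. It set the median over all 47217 probes equal between arrays, and 23648 of these probes were detected on no array. The median log2 fold change of the tested probes moved to -0.134, -0.0482, -0.234 and -0.193. The called transcripts leaned down. For GO in T cells 585 rose and 3129 fell, for GO in monocytes 235 and 1673, and for GONH2 in monocytes 460 and 3394. Without a filter, 24 transcripts passed for GONH2 in T cells, 6 for GONH2 in both lines and 9 for both materials in T cells, with a ratio of 0.00462 and 13 lists for GO in monocytes, where more probes share the adjustment. With probes detected everywhere, the counts were 472 for GONH2 in T cells, 875 and 108 in both lines for GO and GONH2, and 207 and 690 for both materials in T cells and monocytes, with a ratio of 0.0883. The variability filter gave 938 for GO in monocytes, 3548 between GONH2 and GO in monocytes, 45 for GONH2 in both lines, 83 for both materials in T cells, a ratio of 0.0513 and 5 lists for GO in monocytes. The fit of 9 arrays gave 3 lists for GONH2 in T cells. The fit of 18 arrays gave 259, 2507 and 5908 transcripts for GONH2 in T cells, GO in monocytes and GONH2 in monocytes, 1021 and 80 in both lines, and 112 and 1007 for both materials.

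The adjusted p alone, a wider threshold by its construction, gave 9281 for GO in T cells, 4068 and 8180 in monocytes, 9033 and 10044 between GONH2 and GO in T cells and monocytes, 8322 and 7040 between the lines, 2176 and 65 in both lines, 92 and 2004 for both materials, and a T-cell ratio of 0.0170. The added 2-fold change, a narrower one, gave 2016, 20, 368 and 1746, then 2176 and 2652, 2907 and 2024, 45 and 2, and 3 and 46 for the same results, with ratios of 0.00992 in T cells and 4.74 in monocytes. The samples share only a replicate number between groups, and a block on it gave 2 transcripts for GONH2 in T cells, 256 and 0 by limma in both lines, 0 and 219 for both materials and a T-cell ratio of 0.000499. The lowest correlation between samples of the same number ran from -0.066 to 0.035 over the 6 comparisons, and 1 to 3 of 3 samples correlated best with their own number, a weak hint at most. With the monocyte labels exchanged, GO changed 3866 and GONH2 1543 transcripts in monocytes, 111 and 1072 differed between the lines, 2796 and 45 were changed in both lines, and the monocyte ratio was 0.399. Apart from counts, 3 named genes that were called with the main processing changed direction. They were HSP90AB1 after GO in T cells (-0.14 under median scaling), HLA-DRA after GO in T cells (-0.077 with the mean of probes) and RPL34 on monocyte arrays labelled GO (0.00328 with the mean of probes). The cause was not tested.

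Leaving out each array in turn gave 3441 to 4089 transcripts for GO in T cells, 2 to 4 for GONH2 in T cells, 814 (without THP1 GO 2) to 1073 for GO in monocytes and 2524 (without THP1 control 2) to 3065 for GONH2 in monocytes. Between GONH2 and GO it gave 3290 to 3931 in T cells and 3775 to 4515 in monocytes, and between the lines 4042 to 4551 for GO and 2817 to 3393 for GONH2. In both lines it gave 253 to 408 for GO and 0 to 21 for GONH2 by limma, and for both materials 0 to 50 in T cells and 166 to 336 in monocytes. The ratios ran from 0.000409 to 0.0433 in T cells and from 1.81 to 4.75 in monocytes. List counts ran from 13 to 13, 4 to 6, 7 to 10 and 10 to 12. For named genes, 8938 values under other alternatives kept direction and side of the threshold. A further 473 no longer passed, 150 newly passed, and 25 that were not called with the main processing changed direction. With left-out arrays these numbers were 2947, 590, 3 and 48. For lists they were 1175, 78, 13 and 35, and 491, 14, 3 and 14. The correction for transcript length and GC content was not run. Signal over background limits genes near the detection limit, and a gene not detected in a group has only a bound on its fold change.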

Differences from the paper's values

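For GONH2 in T cells the paper's count is 1163 transcripts, and 158 were called at the same thresholds. Of the alternatives set before the data were examined, the authors' values (928), no background correction (909) and limma-trend (848) came within 1.5 times of the paper's count, and the 13 others and all 6 left-out arrays did not.

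For GO in monocytes the paper's count is 3528, and 1543 were called on arrays labelled GO. The authors' values (2963), no background correction (2945), the offset of 50 (2477), the fit of 18 arrays (2507), limma-trend (2831) and the adjusted p alone (4068) came within 1.5 times, and the 10 others and all 6 left-out arrays did not. For GONH2 in monocytes the paper's count is 977, and 3866 were called on arrays labelled GONH2; none of the 16 alternatives set before the data were examined and none of the 6 left-out arrays came within 1.5 times. With the monocyte labels exchanged, an alternative chosen after seeing the values, the counts were 3866 for GO, within 1.5 times of the paper's, and 1543 for GONH2, which is not. Of the 1996 genes of the study's GO table at hand, this exchange calls 1856 with the study's sign and drops the rest.

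For transcripts changed by GO in both lines the paper's count is 2845, and 496 were found. The adjusted p alone (2176) came within 1.5 times, and the 15 others and all 12 left-out arrays did not; the exchanged labels, chosen after seeing the values, gave 2796. For GONH2 in both lines the paper's count is 390, and 24 were found. The authors' values (338), no background correction (331) and limma-trend (299) came within 1.5 times, while the 13 others, all 12 left-out arrays and the exchanged labels (45, chosen after seeing the values) did not. For GO in T cells the paper's 4509 and the 4890 found lay within 1.5 times.

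For single genes, the study's tables give folds against control. After GONH2 in T cells the paper's fold of CCL4L1 is 2.33 and 4.99 was found; the authors' values, no background correction and the offset of 50 removed the difference, and the 12 others and all 6 left-out arrays did not. The paper's fold of CCL5 is 2.08 (1.55 found) and of TNF 1.61 (0.602 found), which differed under all 17 alternatives set before the data were examined and all left-out arrays. The paper's fold of IL1B is 2.70 (1.87 found) and of IRF1 1.19 (1.03 found), which differed under all 16; the difference in IRF1 was not seen without Jurkat control 1 or without Jurkat GONH2 2. For CCL3 (paper 2.86, found 2.95) and CCL3L3 (paper 2.13, found 1.82) after GONH2, and CCL5 (paper 1.84, found 1.88) and IRF1 (paper 1.46, found 1.55) after GO, the values did not differ with the main processing. CCL3 and CCL3L3 differed with the authors' values and no background correction, CCL3L3 also with the offset of 50, median scaling and 2 left-out arrays. After GO, CCL5 differed under median scaling, cyclic loess and the mean of probes, and IRF1 under median scaling and with 1 left-out array. In that table of the paper for GONH2 in T cells, 48.7% of the folds point the opposite way to the ratio of the means beside them. Those means run with no group of arrays (r from -0.0298 to 0.0287), while the folds share the sign found here in 87.9% of 1157 genes. Turned, the fold of TNF is 0.620 and does not differ from the 0.602 found, and the folds of the other 6 genes differ. For CCL4L1 the table reads probe ILMN_2100209, on which 5.26 was found.

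After GONH2 in monocytes the paper's folds are 5.56 for CCL3L3, 2.17 for CCL5 and 2.78 for TNF. On arrays labelled GONH2, 1.06, 0.968 and 0.973 were found, and all 17 alternatives and all left-out arrays differed from the paper. On arrays labelled GO, CCL3L3 rose 2.59-fold and CCL5 1.56-fold, and TNF did not pass (1.04-fold). CCL3, with a fold of 4.35 in the paper, was not compared, since no monocyte control array detected it. It rose at least 1.66-fold on arrays labelled GO and did not pass on arrays labelled GONH2.

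The paper states that GONH2 altered far fewer transcripts than GO did. In T cells the ratio was 0.0323, and in monocytes it was 2.51 by the labels and 0.399 with the labels exchanged, a setting chosen after seeing the values. The paper states that GO affects OXPHOS and ribosomal activity in both lines, with a downregulation of the OXPHOS pathway. In T cells 42 of 74 genes of oxidative phosphorylation and 43 of 68 ribosomal genes fell, and on monocyte arrays labelled GO 2 and 2 fell, with oxidative phosphorylation lower as a group and the cytosolic ribosome not passing (camera, adjusted p = 0.174). This group call for oxidative phosphorylation was lost with the variability filter, the fit of 9 arrays and the estimated correlation. The ribosome passed under median scaling and cyclic loess, higher than other genes. The study's GO means for monocytes equal those of the arrays labelled GONH2 in 100% of the genes at hand. On these arrays the falls numbered 33 and 11, and both lists fell as groups (camera, adjusted p = 3.56e-07 and 1.25e-05). Both group calls were lost with the estimated correlation. The paper ranks EIF2 signaling first for GO with a negative score. Of 43 genes of translation initiation, 11 rose and 4 fell in T cells, with a median of 0.22 (-0.20 under median scaling). Ribosomal protein genes, which the EIF2 pathway holds too, fell there as in the counts above, in the direction of the paper's score.

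The paper lists CXCL10, TNF and IRF1 among genes modulated by GONH2. CXCL10 was detected on no array of T cells with GONH2, TNF did not pass in either line, and IRF1 did not pass in T cells and rose on monocyte arrays labelled GONH2. CCL3, CCL3L3, CCL4L1, CCL5 and IL1B rose after GONH2 in T cells, as the paper lists them. The paper states by RT-qPCR in monocytes that IRF1, CCL3L3, IL1B and CCL5 were raised only after GONH2. By the arrays' labels, CCL3L3 (1.37) and CCL5 (0.64) rose in monocytes with GO and IRF1 (0.76) in monocytes with GONH2 (log2 fold changes), while IRF1 with GO (0.63) did not pass and IL1B passed in neither. The paper names interferon signaling, antigen presentation and inflammasome pathways among those modulated by GONH2. The type I interferon list rose in T cells (median 0.31) and fell on monocyte arrays labelled GONH2 (median -0.20), and antigen presentation passed in neither. Both interferon calls were lost with an estimated correlation, and the fall in monocytes was lost in 11 of 15 other settings. The inflammasome list rose in T cells (camera, adjusted p = 0.0272, and adjusted p = 0.525 with an estimated correlation), a call lost with probes detected everywhere and in the fit of 9 arrays, and did not pass in monocytes. MX1 after GONH2 in T cells, which Fig. 6e lists, passed with the authors' values, no background correction, the offset of 50, probes detected everywhere, the variability filter, the fit of 18 arrays and limma-trend, and ISG15 with the authors' values. CCL2 in these cells passed with the offset of 50 and the variability filter, and OAS1 with the mean of probes. Some other genes of Fig. 6e that did not pass on monocyte arrays labelled GONH2 were called lower there under other settings, and NFKB1 was called higher by the adjusted p alone. The adjusted p alone called lower CCL2, CCL23, FCGR1A, FCGR1BP, IFITM3, IL1B, IL23A, IL25 and NFKBIA, median scaling called CCL23, FCGR1A, FCGR1BP, IFIT1, IFITM3, IL23A and NFKBIA, and the fit of 18 arrays called CCL2, CCL23, FCGR1A, IFITM3, IL23A and NFKBIA. The authors' values, no background correction, the offset of 50 and limma-trend each called FCGR1A, IFITM3 and NFKBIA, and probes detected everywhere FCGR1A, IFITM3 and IL23A. No filter and the mean of probes called IFITM3 and IL23A, and the fit of 9 arrays CCL23 and IL23A.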

Other observations

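Genes of cholesterol synthesis rose after GO in T cells, with CYP51A1, which removes a methyl group from lanosterol (1.32, SE 0.15, log2 fold change), DHCR7, which makes cholesterol in the last step (1.06, SE 0.12), and HSD17B7 (1.11, SE 0.12). Of 27 genes 11 rose and 1 fell, 18 and 2 when adjusted over the list alone (camera, adjusted p = 0.0109, and adjusted p = 0.385 with an estimated correlation). On monocyte arrays labelled GONH2, MVD (1.49, SE 0.17) and DHCR7 (1.23, SE 0.13) rose with 9 of the 27, 1 fell, and 19 rose and 2 fell when adjusted over the list alone (camera, adjusted p = 0.00165, and adjusted p = 0.385 with an estimated correlation). Genes of the actin cytoskeleton rose after GO in T cells, MYH9, a motor protein (1.17, SE 0.10), and MYL9 (1.80, SE 0.10) among 19 raised and 3 lowered of 37, 21 and 6 when adjusted over the list alone (camera, adjusted p = 0.0302, and adjusted p = 0.487 with an estimated correlation). Of 39 lysosome and proton pump genes, 13 rose and 7 fell, 21 and 9 when adjusted over the list alone, with CTSB, a cathepsin (1.41, SE 0.10), raised, and the list did not pass (camera, adjusted p = 0.306, and adjusted p = 0.668 with an estimated correlation). After GO in T cells the cholesterol and cytoskeleton calls were lost under median scaling (medians 0.09 and 0.07) and with the variability filter, and the cytoskeleton call also with probes detected everywhere and with the replicate block. The call of DHCR7 after GO was lost under median scaling, and the cholesterol call on arrays labelled GONH2 with the variability filter.

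Metallothioneins, which bind metal ions, moved apart between the groups. After GO in T cells MT1H (-2.44, SE 0.12) and MT1E (-2.07, SE 0.16) fell with 4 of 7 genes, 0 rose by limma (0 also at an unadjusted p under 0.05), and 5 fell when adjusted over the list alone (camera, adjusted p = 0.00395, and adjusted p = 0.499 with an estimated correlation). On monocyte arrays labelled GO, MT2A (1.86, SE 0.12) and MT1G (0.93, SE 0.18) rose with 3 of 7, 0 fell by limma (0 also at an unadjusted p under 0.05), and 5 rose when adjusted over the list alone (camera, adjusted p = 0.0011, and adjusted p = 0.385 with an estimated correlation). Genes of ID proteins and of BMP and TGF-beta signaling fell after GO in T cells, ID2 (-0.93, SE 0.12) among 4 of 10, 6 when adjusted over the list alone (camera, adjusted p = 0.0104, and adjusted p = 0.385 with an estimated correlation), and on monocyte arrays labelled GONH2, where 4 of 10 fell, 6 when adjusted over the list alone (camera, adjusted p = 0.00808, and adjusted p = 0.385 with an estimated correlation). Histone genes fell in the same groups, H2AC20 by -2.09 (SE 0.15) and -1.10 (SE 0.15), with 4 of 14 lowered in each and 9 when adjusted over the list alone (camera, adjusted p = 0.00127, and adjusted p = 0.385 with an estimated correlation, and camera, adjusted p = 0.00114, and adjusted p = 0.487 with an estimated correlation). Genes with a span under 1500 bases lay below all genes in these groups too (-0.552 and -0.381), and a link with the histone falls was not tested. In the proteasome list PSMB7 fell after GO in T cells (-0.99, SE 0.10), with 1 of 31 raised and 7 lowered, 3 and 15 when adjusted over the list alone (camera, adjusted p = 0.00078, and adjusted p = 0.385 with an estimated correlation). In the arrays labelled GONH2 1 rose and 10 fell, 3 and 18 when adjusted over the list alone (camera, adjusted p = 0.00127, and adjusted p = 0.575 with an estimated correlation), and on those labelled GO PSMD1 fell (-1.06, SE 0.10) with 3 of 31, 11 when adjusted over the list alone (camera, adjusted p = 0.00165, and adjusted p = 0.487 with an estimated correlation). That last call was lost with the variability filter, and both calls of the ID, BMP and TGF-beta list with probes detected everywhere.

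Glycolysis genes rose on monocyte arrays labelled GONH2, with ALDOA (1.11, SE 0.12) and SLC2A1 (0.98, SE 0.13) among 11 of 19, 13 when adjusted over the list alone (camera, adjusted p = 0.00128, and adjusted p = 0.487 with an estimated correlation). On arrays labelled GO, ENO2 (1.34, SE 0.14), ALDOC (1.20, SE 0.12) and HK2 (1.00, SE 0.15) rose with SLC2A3, 4 of 19 raised, 7 and 2 lowered when adjusted over the list alone (camera, adjusted p = 0.0205, and adjusted p = 0.525 with an estimated correlation), and the median of 0.20 was -0.07 under median scaling. This group call was lost without THP1 control 2. ALDOA and SLC2A1 on arrays labelled GONH2 lost their calls under median scaling.

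RNA from monocytes in the T cells treated with GONH2 was tested as a source of the rise of immune genes. The 50 genes with the largest excess in control monocytes that no control T-cell array detected had a median log2 fold change of 0.0199 (quartiles -0.0758 and 0.135) after GONH2 in T cells. Their median excess in monocytes was 1.61, so a small share of such RNA would move them little, and this argues against a large share only. CCL3, CCL3L3, CCL5, IL1B, OAS2 and IRF7 were lower on every control monocyte array than on every control T-cell array. CCL4L1 was detected on no monocyte array. For these genes the values argue against RNA from control monocytes as the source of the rise. In each line both treatments were compared with the same 3 controls. The covariance of the fold changes of GO and GONH2 was 0.0214 in T cells and 0.0267 in monocytes, above the 0.0120 and 0.0140 that shared controls alone gave in 100 simulations, by 0.00946 and 0.0127. With 3 controls these cannot be split between the comparisons, so part of the overlap between the materials can come from the controls.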
